# Expression levels of inositol phosphorylceramide synthase modulate plant responses to biotic and abiotic stress in *Arabidopsis thaliana*

**DOI:** 10.1371/journal.pone.0217087

**Published:** 2019-05-23

**Authors:** Elizabeth C. Pinneh, Rhea Stoppel, Heather Knight, Marc R. Knight, Patrick G. Steel, Paul W. Denny

## Abstract

This research was undertaken to investigate the global role of the plant inositol phosphorylceramide synthase (IPCS), a non-mammalian enzyme previously shown to be associated with the pathogen response. RNA-Seq analyses demonstrated that over-expression of inositol phosphorylceramide synthase isoforms *At*IPCS1, 2 or 3 in *Arabidopsis thaliana* resulted in the down-regulation of genes involved in plant response to pathogens. In addition, genes associated with the abiotic stress response to salinity, cold and drought were found to be similarly down-regulated. Detailed analyses of transgenic lines over-expressing *At*IPCS1-3 at various levels revealed that the degree of down-regulation is specifically correlated with the level of *IPCS* expression. Singular enrichment analysis of these down-regulated genes showed that *At*IPCS1-3 expression affects biological signaling pathways involved in plant response to biotic and abiotic stress. The up-regulation of genes involved in photosynthesis and lipid localization was also observed in the over-expressing lines.

## Introduction

According to UN estimates, growing at a rate of 1.1% per year, the world population is set to reach 9.8 billion by 2050 [1], which would require a 70% increase in food production [2]. A finite amount of arable land, coupled with the detrimental effects of climate change on crop yields, mean that strategies other than intensification will need to be employed to increase production. One that is being adopted, in combination with intensification, is the use of biotechnology to produce genetically modified crops with enhanced yields. The ability to make plants that are more tolerant to biotic and abiotic stress is predicated on identifying molecular targets which modulate plant stress responses.

One such target of interest is the non-mammalian plant enzyme inositol phosphorylceramide synthase (IPCS) which catalyses a key step in sphingolipid biosynthesis. Complex sphingolipids can be grouped into two main classes in plants: glycosylceramides and derivatives of inositol phosphorylceramide (IPC) [3]. IPCS is central to synthesis of the latter, catalyzing the transfer of phosphoinositol from phosphatidylinositol to ceramide to form IPC [4]. Ceramide is the base unit of complex sphingolipids and is composed of a long chain base (LCB) and a fatty acid (FA) component [5]. The structural diversity of complex sphingolipids is conferred by the FA and LCB, with variation in carbon chains (C16-26), hydroxylation and desaturation, and the addition of various saccharides/oligosaccharides attached, via a phosphoinositol group in some cases, to the primary hydroxyl of ceramide. These modifications account for the 168 sphingolipid species identified in *Arabidopsis thaliana* [6], and are involved in a plethora of biological pathways, including programmed cell death (PCD) [7], reproduction [8], senescence [9] and cold acclimation [10]. Disruption of the sphingolipid pathway has repeatedly been shown to be inextricably connected to plant defense signaling [11].

First identified in wax bean microsome [12] and later in *A*. *thaliana* [4, 13], IPCS has been shown to play a role as a negative regulator of PCD [13] and is required for reproduction and normal growth [14]. *In planta* three IPCS isoforms exist, and further characterization in *Oryza sativa* showed that the expression of all three *IPCS* isoforms was temporally altered to varying degrees in a tissue and stress specific manner [15]. For example, under cold stress *OsIPCS1* (NP_001044812) and *OsIPCS2* (NP_001055712) were up-regulated in roots and stems, but down-regulated in leaves; in contrast *OsIPCS3* (NP_001055096) was up-regulated in all tissues. Together, these results suggested that *OsIPCS1-3* have key roles in rice growth and abiotic stress responses [15]. With respect to the plant biotic stress response, T-DNA insertion mutants of *AtIPCS2* (AT2G37940) in *A*. *thaliana* showed increased levels of ceramide and phytoceramide, both well-documented inducers of PCD, and displayed necrotic lesions associated with PCD [13]. When exposed to the biotropic pathogen *Golovinomyces cichoracearum* UCSC1, these plants showed a reduction in fungal mass compared to controls [13]. *At*IPCS1 (AT3G54020) and *At*IPCS3 (AT2G29525) have not been characterized so far.

The data from both monocot *O*. *sativa* (rice) and dicot *A*. *thaliana* [13, 15] indicate that manipulation of IPCS activity, chemically or genetically, could be used to modulate biotic and abiotic plant stress responses. To explore this further, in this study, *A*. *thaliana* lines over-expressing each *IPCS* isoform were created and RNA-Seq carried out to monitor conserved changes in the transcriptome.

## Materials and methods

### Over-expression of *At*IPCS1-3 in *Arabidopsis thaliana*

PCR products of the full-length cDNA of *AtIPCS1-3* [4] were cloned into pENTR/D-TOPO using T4-ligase (ThermoFisher) and into the destination vector pK7WG2 [16] via Gateway LR Clonase (ThermoFisher) to create pK7WG2_AtIPCS1-3.

Primers:

*At*IPCS1-NotI-F:

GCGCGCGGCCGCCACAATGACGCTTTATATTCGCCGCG

*At*IPCS1-AscI-R:

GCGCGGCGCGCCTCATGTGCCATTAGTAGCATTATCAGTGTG

*At*IPCS2-NotI-F:

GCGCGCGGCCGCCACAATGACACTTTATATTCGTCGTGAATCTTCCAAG

*At*IPCS2-AscI-R:

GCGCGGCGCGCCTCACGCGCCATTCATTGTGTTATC

*At*IPCS3-NotI-F:

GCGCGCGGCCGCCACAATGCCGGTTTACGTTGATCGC

*At*IPCS3-AscI-R:

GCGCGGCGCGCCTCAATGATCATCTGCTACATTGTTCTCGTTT

*Agrobacterium tumefaciens strain* C58C1 was transformed with pK7WG2_AtIPCS1-3, transformants plated on Luria broth (100 μg/μl rifampicin and 100 μg/μl spectinomycin) and incubated for 3 days at 28°C. Col-0 wild-type *A*. *thaliana* were subsequently transformed using the floral dipping method [17].

### *Arabidopsis thaliana* growth conditions

Col-0 and *AtIPCS1*, *2* and *3* over-expressing plants were grown for 10 days on Murasige and Skoog (MS) agar before transfer to peat plugs. Growth conditions were 20 °with a 16-hour day / 8-hour night cycle.

### RNA preparation

RNA extraction was carried out on samples flask frozen in nitrogen, using the ReliaPrep™ Tissue Miniprep System (Promega) according to the manufacturer’s protocol. Following DNase (ThermoFisher) treatment, the integrity of the RNA was determined by running the samples on a 2100 Bioanalyzer (Agilent) to obtain an RNA Integrity Number (RIN) score.

### Quantification of *At*IPCS1-3 in over-expressing *Arabidopsis thaliana* transgenic lines

cDNA samples prepared as above and the Applied Biosystems 7300 Real-Time PCR System and the SYBR Green Jump-Start Taq Ready Mix were used to quantify transcript as previously described [4, 18, 19]. Gene specific primers were designed using Primer3plus (http://www.bioinformatics.nl/cgi-bin/primer3plus/primer3plus.cgi) for real-time PCR with PEX4 used as a reference gene. Primers: *At*IPCS1_F: TGCGTCCCGTAAACATTACA, *At*IPCS1_R: ACACCGTTCCCATTCAAGAG, A*t*IPCS2_F: TACCAGATCGGACTGCTGTG, *At*IPCS2_F: GTGAACTCCGTTGCTGTCAA, *At*IPCS3_F: CTGGGCCGAATTATCATTGT, *At*IPCS3_R: CCTTCGTGTGCCGTATCTTT

### RNA-Seq

Single end libraries for RNA-Seq were generated from DNase treated total RNA using TruSeq Stranded mRNA sample preparation kit according to manufacturer’s instructions (Illumina). Briefly, mRNAs were fragmented and purified for use as template for the synthesis of double stranded cDNA. End repair of the double stranded cDNA was carried out and the 3’ end adenylated. Sample specific indexing adapters were ligated to the ends of double stranded cDNA samples, amplified by PCR and then purified. Samples were normalized, pooled and then sequenced using a NextSeq 500 instrument (Illumina) to obtain 150 base pair single end reads.

#### RNA-Seq analyses

The RNA sequence data in Fastq format 11 were filtered and trimmed (sliding window 4:15 and 50 bp minimum) to remove low quality reads using Trimmomatic [20]. Reads were aligned to the *Arabidopsis* genome (*Arabidopsi*s Araport 2017) using STAR [21]. The sequence alignment files were sorted by name14 for HTSeq-count and indexed using SAMtools [22]. Files were converted to BAM files and number of reads mapped onto a gene calculated using HTSeq package [23]. Gene counts were normalized and compared sample by sample using DESeq2 [24] (Bioconductor [25]) in R [26]. Differential expression was determined using with a log_2_ fold-change output. GO term enrichment was performed for analyses of genes up- and down-regulated in both biological replicates using the agriGO analysis tool (http://bioinfo.cau.edu.cn/agriGO/analysis.php) with the default settings [27]. Gene annotations was carried out against *Arabidopsis* gene model (TAIR9) background (https://www.arabidopsis.org/). These data are freely available in GEO (https://www.ncbi.nlm.nih.gov/geo/ GEO Accession GSE129016).

### MapMan

Analyses were carried out using MapMan 3.5.1 R2 software [28]. RNA-Seq abundance data from the At2++ transgenic line were uploaded to MapMan and log_2_ fold change selected as the experimental data set for analyses. Mapping was carried out using Ath_AGI_TAIR9_Jan2010.

### Osmotic stress assay

Seedlings were grown under standard conditions on MS agar for 8 days before floating on the various concentrations of mannitol (without MS) in a sterile culture dish under the same conditions as the plate (16h day photo-period, 20°C). Photographs were taken after 6 days.

### Pathogen stress assay

Control and over-expressing transgenic lines were grown under short day conditions for 5 weeks and leaves excised then incubated on MS agar at 37°C for 72 hours following the addition of 5μl of *Erwinia amylovora* culture grown to an OD_600_ = 0.5.

### Genevestigator

Genevestigator [29] was utilised to identify available data showing the upregulation of *At*IPCS1, *At*IPCS2 or *At*IPCS3 in *Arabidopsis thaliana* seedlings exposed to different agents and conditions.

## Results

### Identification of genes down- or up-regulated on over-expression of *AtIPCS*

*A*. *thaliana* plants over-expressing the full-length cDNA of *AtIPCS1*, *AtIPCS2* and *AtIPCS3* respectively, were generated as described in Methods. For each isoform, two transgenic lines (biological replicates) over-expressing the respective *AtIPCS* were selected, one with high levels relative to wild-type Columbia-0 (Col-0) (At1-3++) and one with a lower level of over-expression (At1-3+) (Fig 1A–1C). Importantly, over-expression of one isoform did not affect the expression of the other two *At*IPCS isoforms (S1 Fig). 

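RNA from 10-day-old seedlings of wild-type Col-0 and of the 6 over-expressing lines was sequenced, with 3 experimental replicates per group. The authors trimmed the reads with Trimmomatic, aligned them with STAR to the Araport release of the Arabidopsis genome and counted them on genes with HTSeq-count. They then normalized the counts with DESeq2, and the deposited table holds these normalized counts for 25263 genes. Every value was a whole number of reads divided by a single size factor per library, so that the reads could be recovered for 100% of the values. The reads counted on genes ranged from 12733113 to 17210244 per library, with a median of 15223423. They ranged from 14592430 to 15330243 in Col-0 (median 14743858), from 12779556 to 15228097 in At1+ (median 15218749) and from 15590192 to 17210244 in At1++ (median 16739222). For AtIPCS2, they ranged from 12733113 to 14330182 in the libraries labelled At2+ (median 13280435) and from 15448101 to 16301444 in those labelled At2++ (median 15899345). For AtIPCS3, they ranged from 15808825 to 17168334 in the libraries labelled At3+ (median 16488579.5) and from 12834075 to 14564962 in those labelled At3++ (median 14471255). Replicates 1 and 2 labelled At3+ held identical values, which lie closer than the sampling noise allows, and were counted as 1 sample, which left 20 libraries and n = 2 for At3+. All other groups had n = 3. From the normalized counts, log2(value + 1) was fitted in limma with a trend of the variance on the mean, with the 7 groups in one model. The 22222 genes with a mean of at least 1 were tested, and fold changes below are on this log2 scale. A gene was called higher or lower where limma's Benjamini-Hochberg adjusted p was under 0.05 and the absolute log2 fold change at least 1. Where every library of a group had at most 3 reads on a gene, the fold is given as a lower bound computed from that number of reads. Such bounds and the spreads between libraries cover the error of counting and of the replicates, and do not cover any step before counting.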

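The normalized count of each AtIPCS transcript was read in every library first, since it checks the labels. AtIPCS1 stood at 172 ± 6.51 in Col-0 (SD, n = 3), at 17726 ± 1095 in At1+ and at 45370 ± 4194 in At1++, which is 103 and 264 times the Col-0 mean. The log2 fold change from At1+ to At1++ was 1.35 (standard error 0.12, limma adjusted p = 7.11e-10). AtIPCS2 stood at 823 ± 29.7 in Col-0, at 22612 ± 600.5 in the libraries labelled At2+ and at 12631 ± 475 in those labelled At2++, which is 27.5 and 15.4 times the Col-0 mean. This transcript was thus lower in the libraries labelled At2++ than in those labelled At2+, by a log2 fold change of -0.84 (limma adjusted p = 1.48e-08). AtIPCS3 stood at 57.7 ± 5.04 in Col-0, at 11933 ± 1310 in the libraries labelled At3+ (n = 2) and at 5802 ± 326 in those labelled At3++, which is 207 and 101 times the Col-0 mean. Its log2 fold change from the libraries labelled At3+ to those labelled At3++ was -1.04 (limma adjusted p = 0.0987), and across the alternatives the adjusted p ran from 8.4e-14 with only the libraries compared and 0.00809 under edgeR to 0.260 under DESeq2 with shrunken fold changes. The ranges of the libraries labelled + and ++ did not overlap for any of the 3 transcripts, and the order went against the labels for AtIPCS2 and AtIPCS3. Groups are therefore named by the label of their libraries, and a direction from + to ++ refers to the labels. Of the transcripts that were not introduced, AtIPCS1 was higher than in Col-0 in the libraries labelled At2++, by 0.65 on the log2 scale (limma adjusted p = 5.74e-05), in At3+ by 0.53 (0.00933) and in At3++ by 0.46 (0.00311). The AtIPCS3 count was 318 in replicate 1 of At1++ against 47.6 and 44.7 in replicates 2 and 3. Without replicate 1, the log2 fold change of AtIPCS3 from At1+ to At1++ went from 0.42 to -0.50 (limma adjusted p = 0.0107), while edgeR on all libraries gave 1.06 (adjusted p = 0.0498). Of the alternatives, DESeq2 with shrunken fold changes moved the AtIPCS folds most, with a log2 fold change of 4.47 for AtIPCS3 in At3+ in place of 7.67. edgeR's quasi-likelihood test on the recovered reads, chosen after the data were seen, gave AtIPCS3 in At1++ a log2 fold change of 1.25 (adjusted p = 0.0269), against 0.61 from limma (0.242).

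**Figure D1:**
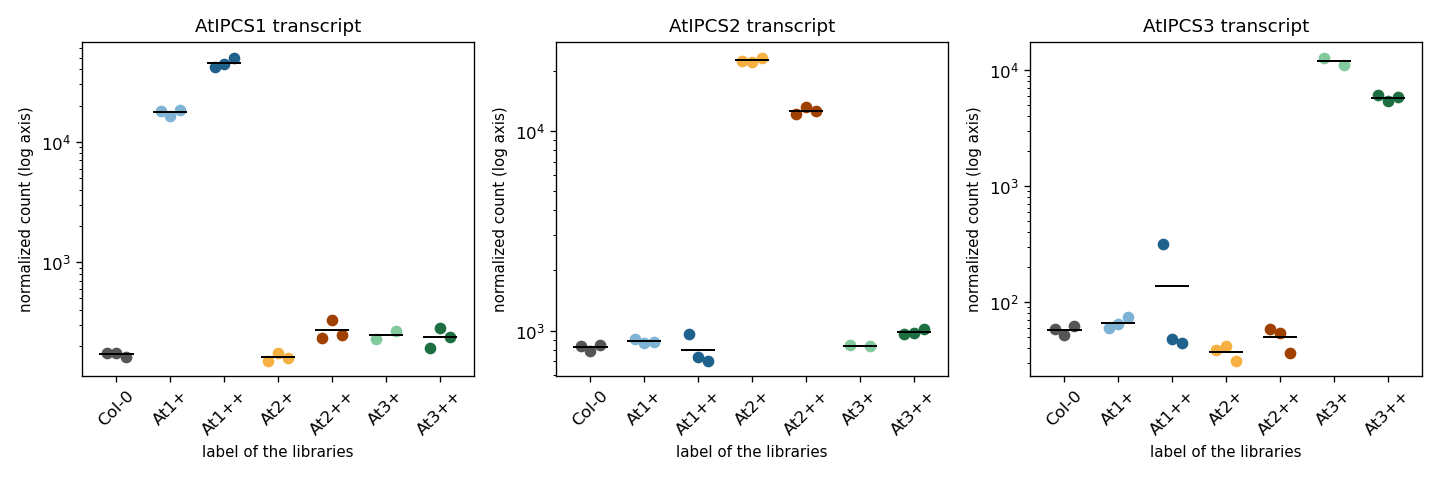
Normalized count of AtIPCS1, AtIPCS2 and AtIPCS3 on a log axis, with 1 point per library, the groups named by their labels and the group mean as a bar. AtIPCS2 lies at 22612 on average in the libraries labelled At2+ and at 12631 in those labelled At2++.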

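Genes with at least 1 read numbered 22748 ± 54.1 in Col-0 (mean ± SD over the replicates), 22517 ± 116 in At1+ and 22804 ± 119.6 in At1++. They numbered 22573 ± 54.0 in the libraries labelled At2+, 22630.3 ± 80.1 in At2++, 22742 ± 48.8 in At3+ and 22594 ± 61.0 in At3++. The group means differed from Col-0 by -231 (At1+) to 55.7 (At1++), out of 25263 genes listed. Exact two-sided permutation tests of each line against Col-0 gave p = 0.1 for At1+, At2+ and At3++, 0.2 for At2++, 0.6 for At1++ and 1 for At3+, where 0.1 is the smallest p that these groups allow. The count depended on the reads in a library, and with every library thinned to the smallest total the At1++ mean differed from that of Col-0 by -46.0. Thinned in this way, each other line lay below Col-0 with exact p = 0.1, from -198 in At1+ to -69.7 in At2+. FPKM values were not used here.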

Genome wide transcriptomic data analyses indicated that the number of expressed genes detected was very similar in all transgenic lines and in the Col-0 control (Table 1).

**Fig 1:**
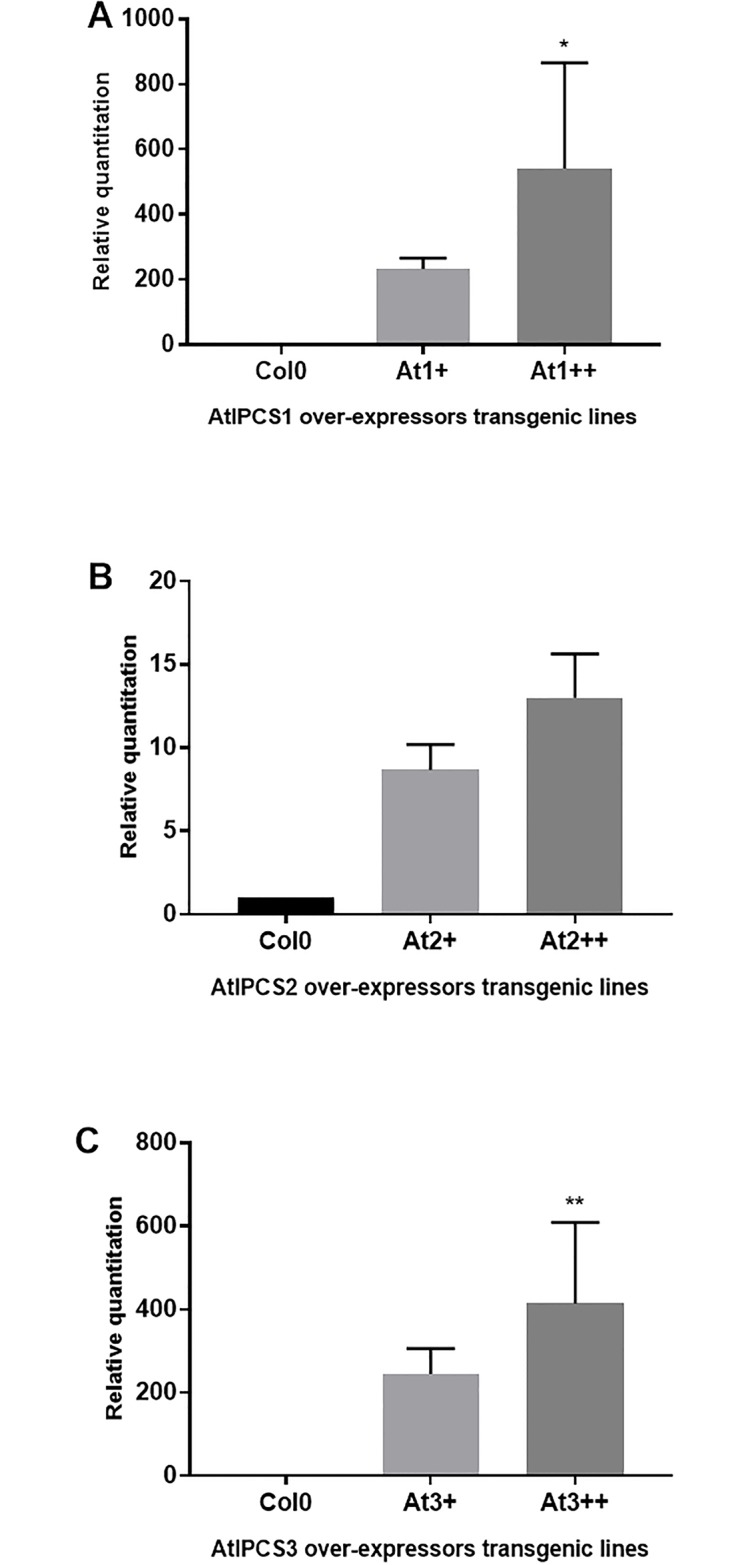
Relative quantitation of mRNA levels of (A) *At*IPCS1 (B) *At*IPCS2 (C) *At*IPCS3 in over-expressor transgenic lines compared to Col0 standardised to equate to a value of 1; qPCR was performed to measure mRNA levels in 10-day old seedlings. Relative quantitation was done after normalization using PEX4 levels; relative quantitation value is the mean of three biological replicates with standard deviation; significance of mRNA levels determined by one-way ANOVA with Turkey’s post hoc test (p < 0.05).

**Table 1:** Genes expressed in Col-0 and *AtIPCS1-3* over-expressing transgenic lines. *A*. *thaliana* Col-0 parent; At1, 2 or 3 lines over-expressing *AtIPCS1*, *2 or 3* (2 lines of each); Rep—experimental replicates (3); FPKM—Fragments Per Kilobase Million.

Genotype	Rep	Expressed genes (FPKM)	Average	Non-expressed genes (FPKM)	Average
**Col-0**	1	22740	22749	2524	2515
**Col-0**	2	22700		2564	
**Col-0**	3	22807		2457	
**At1+**	1	22410	22518	2854	2746
**At1+**	2	22503		2761	
**At1+**	3	22640		2624	
**At1++**	1	22914	22805	2350	2459
**At1++**	2	22823		2441	
**At1++**	3	22677		2587	
**At2+**	1	22643	22631	2621	2633
**At2+**	2	22546		2718	
**At2+**	3	22705		2559	
**At2++**	1	22520	22574	2744	2690
**At2++**	2	22573		2691	
**At2++**	3	22628		2636	
**At3+**	1	22657	22595	2607	2669
**At3+**	2	22593		2671	
**At3+**	3	22535		2729	
**At3++**	1	22708	22731	2556	2533
**At3++**	2	22708		2556	
**At3++**	3	22777		2487	

Genes that were identified as differentially expressed in both biological replicates, compared to Col0, were carried forward for further analyses. 

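Against Col-0, 435 genes were called lower and 396 higher in At1+, and 1116 lower and 903 higher in At1++. In the libraries labelled At2+, 597 genes were lower and 1058 higher, and in those labelled At2++ 1312 were higher, with between 1011 and 1095 lower across the fits that each left out one library. The libraries labelled At3+, with n = 2, gave 263 lower and 132 higher genes, and those labelled At3++ gave 514 and 897. The alternative that moved these counts most was to set no minimum on the fold change, which gave between 970 and 5828 genes per line and direction. All 6 lines were compared with the same 3 Col-0 libraries, which alone makes their changes alike. Across the genes tested, the correlation of the log2 fold changes between lines ranged from 0.294 to 0.834 over the 15 pairs, with a median of 0.582. In simulated unchanged groups that shared their controls it ranged from 0.408 to 0.517, with a median of 0.464, and genes are not independent replicates. Of the genes tested, 48.8% to 81.9% changed in the same direction in a pair of lines, against 63.8% to 67.1% in the simulated groups. The same simulation called at most 2 genes in any line and direction over 20 draws.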

Function enrichment of the down-regulated genes using agriGO (http://bioinfo.cau.edu.cn/agriGO/index.php) revealed a significant enrichment of genes (Fisher exact test, two-tailed, p-value < 0.001) under the GO terms *response to stimulus* (p = 3.50^E-18^) and *response to stress (p =* 1.50^E-14^ *)*, whilst a significant amount of the up-regulated genes fell under the GO terms *cellular process* (p = 2.90^E-07^) and *cellular metabolic process* (p = 4.10^E-08^) (Fig 2). Those genes identified under GO term *response to stimulus* were the same genes as identified under *response to stress* and *response to abiotic stress*. Subsequently, to add specificity, focus was placed upon the latter two GO terms. 

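For the genes called lower than Col-0 in both lines of an isoform, limma gave 176 for AtIPCS1, 415 for AtIPCS2 and 149 for AtIPCS3. Across the fits that each left out one library, these counts ranged from 153 to 178, from 378 to 416 and from 115 to 147. Of them, 71 genes were lower in both lines of AtIPCS1 alone, 280 in both lines of AtIPCS2 alone and 21 in both lines of AtIPCS3 alone. A further 46 genes were shared by AtIPCS2 and AtIPCS3, 23 by AtIPCS1 and AtIPCS2 and 16 by AtIPCS1 and AtIPCS3. The simulated unchanged groups gave 0 such genes in each of 20 draws, and the AtIPCS3 count rests on the pair of distinct libraries labelled At3+.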

*AtIPCS2* over-expression led to the down-regulation of 135 genes, considerably more than *AtIPCS1* (54) and *AtIPCS3* (59) (Fig 3A). Of these, 26 genes were down-regulated in all lines. 

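In all 6 lines, 66 genes were called lower than Col-0, and the 26 genes of Table 3 were among them. The count ranged from 53 to 70 across the fits that each left out one library. DESeq2's Wald test with its own size factors gave 67 genes in this intersection.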

With respect to up-regulated genes, again most (275) were in response to *AtIPCS2* over-expression, with 70 and 19 in *AtIPCS1* and *AtIPCS3* over-expressers respectively; 15 genes were found to be up-regulated in all lines (Fig 3B).

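The genes called higher than Col-0 in both lines of an isoform numbered 187 for AtIPCS1, 748 for AtIPCS2 and 95 for AtIPCS3 from limma. With each library left out in turn, these counts ranged from 170 to 188, from 708 to 762 and from 80 to 98. In both lines of a single isoform alone, 29 genes were higher for AtIPCS1, 571 for AtIPCS2 and 14 for AtIPCS3. In all 6 lines, 58 genes were higher, among them the 15 genes of Table 6 and 10 genes encoded in the chloroplast. edgeR's quasi-likelihood test on the recovered reads called 37 genes higher in all 6 lines.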

**Fig 2:**
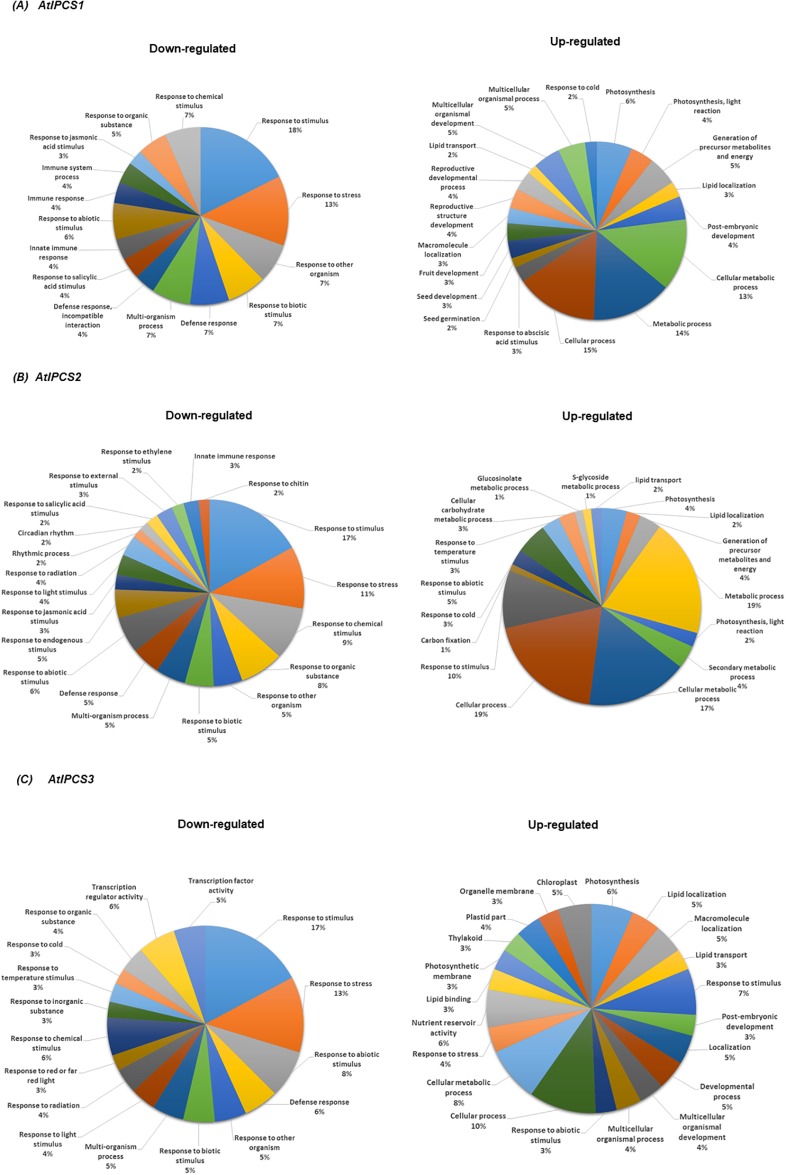
Pie chart of biological processes enriched for genes down- and up-regulated in response to the over-expression of (A) *AtIPCS1*, (B) *AtIPCS2* and (C) *AtIPCS3* isoforms when compared to wild type Col0.

**Fig 3:**
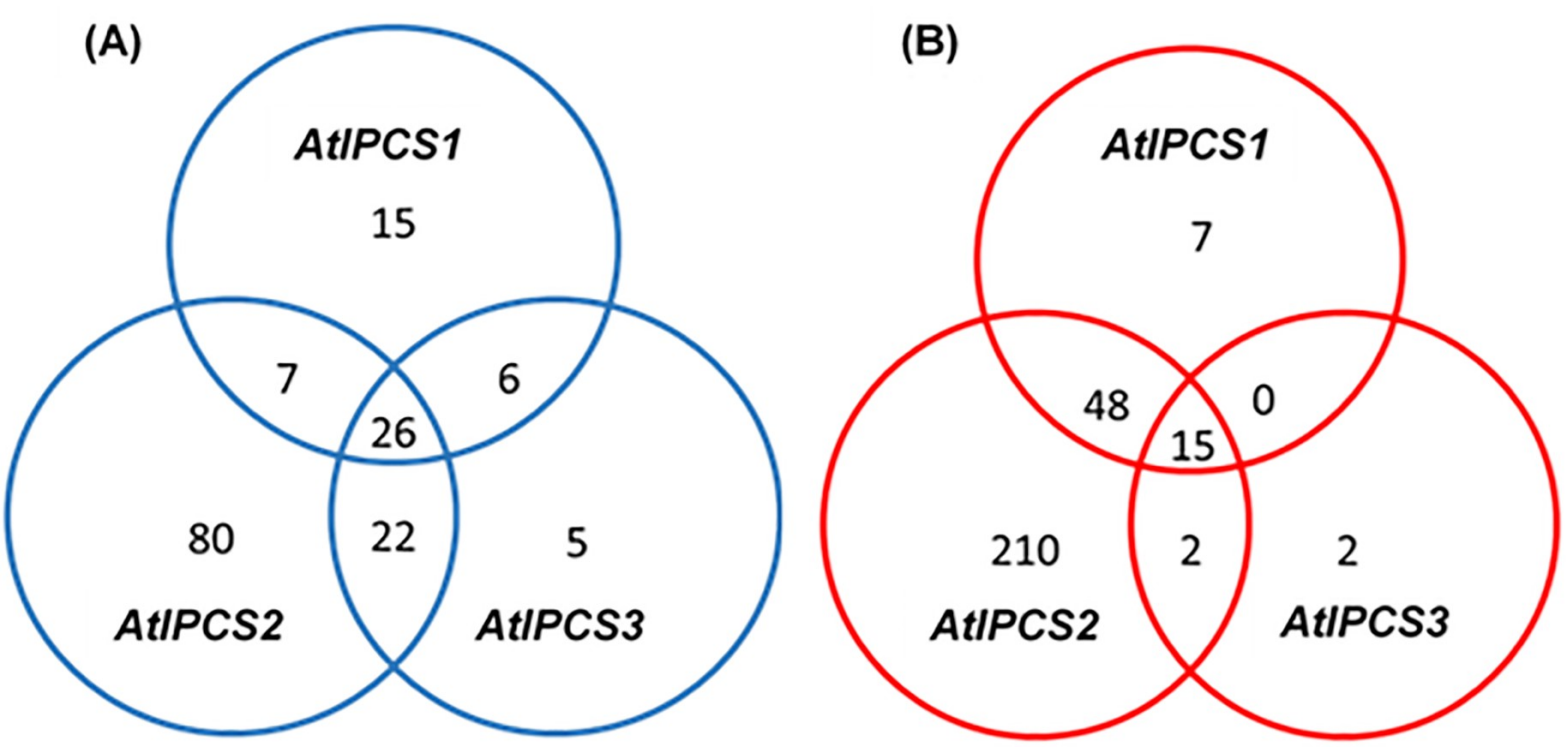
Venn diagrams of number of genes that were down-regulated (A) or up-regulated (B) in response to *AtIPCS1*, *AtIPCS2 and AtIPCS3* overexpression. Log_2_ fold change relative to wild type Col-0.

### Analyses of genes identified as responding negatively to *AtIPCS* over-expression

Global analyses of the down-regulated genes in response to *AtIPCS1* over-expression revealed significant enrichment under the GO term GO:0006950, *response to stress* (p = 1.50^E-14^), 42.6% (23/54) when they represent only 6.14% of the *Arabidopsis* transcriptome (S1 Table). Similarly, on *AtIPCS2* over-expression down-regulated genes were enriched under this term, 34.1% (46/135; p = 2.20^E-22^) (S2 Table); and on *AtIPCS3* over-expression 40.7% (24/59; p = 2.40^E-14^). Other biological processes showing a significant enrichment of genes down-regulated in these transgenic lines, included those under GO terms: GO:0042221 (*response to chemical stimulus*); GO:0010033 (*response to organic substances*), GO:0051707 (*response to other organisms*); GO:0009607 (*response to biotic stimulus*); GO:0009628 (*response to abiotic stimulus*); and GO:0006952 (*defense response*) (S1–S3 Tables).

Of particular interest were genes that showed a dose-dependent decrease in expression associated with increased *AtIPCS* expression. Genes (GO:0006950, *response to stress*) whose decrease in expression was negatively correlated (log_2_ change ≥2) with higher *AtIPCS1* levels (At1++ versus At1+], Fig 1A and Table 2) are: TYROSINE AMINOTRANSFERASE 3 (TAT3; AT2G24850); PLANT DEFENSIN 1.2B (PDF1.2B; AT2G26020); the salicylic acid inducible PATHOGENESIS-RELATED GENE, PR1 (AT2G14610) and PR2 (AT3G57260); LIPID TRANSFER PROTEIN (LTP; AT4G12490); and an ETHYLENE- AND JASMONATE-RESPONSIVE PLANT DEFENSIN (AT5G44420), a well characterized component of the defense network against pathogens [30] (Table 2).

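Between At1+ and At1++, limma called 1208 genes lower and 1252 genes higher in At1++, the line with more AtIPCS1 transcript. PR1 (AT2G14610) had a normalized count of 1703 ± 103 in Col-0 (SD, n = 3), 161 ± 24.9 in At1+ and 6.39 ± 8.69 in At1++. Its log2 fold change from At1+ to At1++ was -5.15 (standard error 0.45, limma adjusted p = 7.74e-10). The At1++ mean of PR1 rests on replicate 1, with 19 reads against 1 and 2 reads in the other replicates. TAT3 (AT2G24850) fell by 2.75 on the log2 scale (adjusted p = 7.87e-10 from limma), with 47.3 ± 7.30 in At1+ and 6.21 ± 1.11 in At1++. PR2 (AT3G57260) fell by 4.56 and the lipid transfer protein AT4G12490 by 6.79. The defensin genes PDF1.2A (AT5G44420) and PDF1.2B (AT2G26020) have near-identical copies between which reads could be split, so their levels are uncertain. PDF1.2A was counted at 74.2 ± 7.99 in At1+ and 2.30 ± 3.98 in At1++, and PDF1.2B at 41.4 ± 12.2 and 0.288 ± 0.498, at most 3 reads in each At1++ library. All 6 genes were called lower in At1++ than in At1+, with limma adjusted p of at most 2.12e-08.

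**Figure D2:**
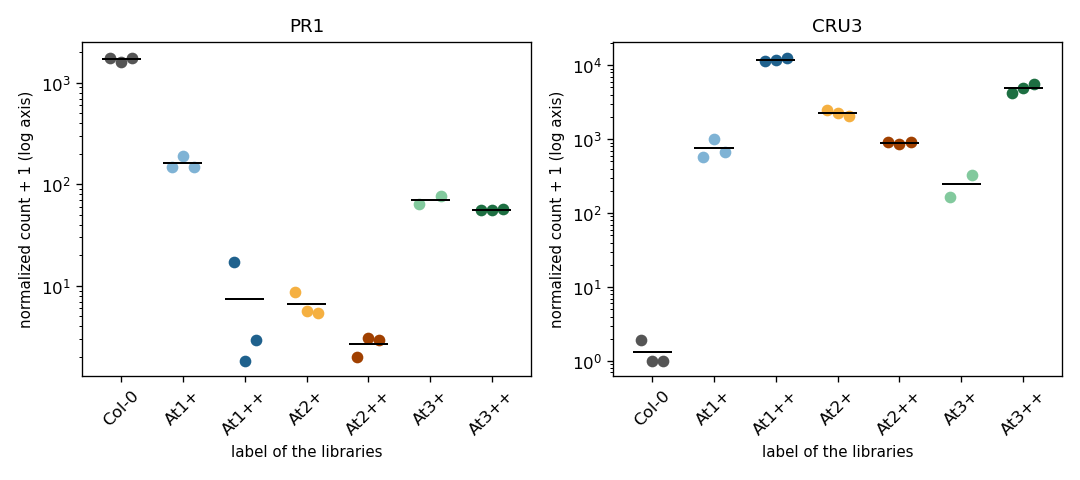
Normalized count plus 1 of PR1 and of the seed storage gene CRU3 on log axes, with 1 point per library, groups named by label and the group mean as a bar. PR1 is highest in Col-0 and CRU3 is lowest there, at no more than 1 read per library.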

**Table 2:** Genes showing a negative correlation with *AtIPCS* expression under GO term *GO*:*0006950* (*response to stress*) compared to Col0. At1-3+ over-expressing *AtIPCS1-3*; At1-3++ higher level expressers of *AtIPCS1-3*. Fold changes are the value of three technical triplicates of a transformed line. Transcripts listed had a p-value <0.001 (Wald test, cut off p-value < 0.05) and highlighted in bold are log_2_ fold change ≥ 2.

GeneID	Gene annotation	At1+		At1++		At2+		At2++		At3+		At3++	
		log_2_fold	p-value	log_2_fold	p-value	log_2_fold	p-value	log_2_fold	p-value	log_2_fold	p-value	log_2_fold	p-value
**AT5G47220**	ERF2 (ETHYLENE RESPONSIVE ELEMENT BINDING FACTOR 2)			**-2**	1.46E-31	-1.7	4.58E-25	-1.1	7.33E-15				
**AT2G24850**	TAT3 (TYROSINE AMINOTRANSFERASE 3)	-1.8	6.29E-17	**-4**	1.33E-53	**-2.6**	3.03E-28	**-2.3**	4.60E-26	-1.8	6.10E-18	**-2.3**	1.65E-24
**AT1G16420**	MC8 (METACASPASE 8)			**-2**	1.68E-07	-1.6	3.84E-06	-1.2	0.00047	-1	0.00242862	-1.2	0.00058
**AT4G12480**	PEARLI 1; LIPID BINDING A PUTATIVE LIPID TRANSFER PROTEIN			**-5**	1.37E-159	-1.9	1.94E-31	**-5.1**	7.83E-172	-1.2	8.99E-13	**-2**	3.20E-32
**AT1G78290**	SERINE/THREONINE PROTEIN KINASE			**-2**	2.05E-47	-1.8	8.25E-47	**-2**	1.39E-54	-1	2.73E-20	-1.3	1.51E-29
**AT4G37990**	ELI3-2 (ELICITOR-ACTIVATED GENE 3–2)			**-3**	6.02E-17	**-2.3**	7.52E-12	**-2.3**	2.18E-12	-1.8	3.22E-08	-1.6	6.77E-07
**AT3G45290**	MLO3 (MILDEW RESISTANCE LOCUS O 3)			-1	7.16E-12	-1.1	5.16E-09	-1.3	7.16E-12				3.50E-08
**AT2G26020**	PDF1.2B (PLANT DEFENSIN 1.2B)	-1.9	8.15E-18	**-5**	1.44E-66	**-4.9**	1.47E-60	**-4.9**	3.31E-62	**-2.6**	3.65E-30	**-3.4**	3.34E-40
**AT2G32680**	RLP23 (RECEPTOR LIKE PROTEIN 23)			**-2**	2.69E-17	**-2.2**	1.35E-13	**-2.3**	3.16E-15				2.85E-235
**AT2G26560**	PLA2A (PHOSPHOLIPASE A 2A)			**-3**	1.57E-78	-1.4	1.57E-26	**-2.6**	1.57E-78				2.27E-14
**AT2G14610**	PR1 (PATHOGENESIS-RELATED GENE 1)	**-3.4**	1.83E-172	**-7.3**	4.08E-238	**-7.3**	1.05E-206	**-7.9**	4.60E-217	**-4.6**	1.09E-252	**-4.9**	2.85E-235
**AT2G46830**	CCA1 (CIRCADIAN CLOCK ASSOCIATED 1)			**-2**	9.82E-14	**-2**	3.12E-12	-1.1	1.04E-05				5.91E-13
**AT1G06160**	ORA59 (OCTADECANOID-RESPONSIVE ARABIDOPSIS AP2/ERF 59)	-1	1.14E-10	-1.4	9.92E-17	**-2.5**	9.89E-37	-1.8	1.67E-24				2.31E-20
**AT3G49620**	DIN11 (DARK INDUCIBLE 11)			**-4**	1.16E-143	**-3.2**	7.04E-106	**-4.1**	5.37E-147				3.16E-94
**AT1G06040**	STO (SALT TOLERANCE)	-1.1	2.13E-28	-1.5	1.78E-49	-1.3	2.23E-38	-1.1	8.10E-27	-1	6.04E-26	-1.5	2.41E-48
**AT1G48000**	MYB112 (MYB DOMAIN PROTEIN 112)			-1	8.79E-05	**-2**	1.97E-10	-1.2	5.54E-05	-1.2	6.45E-05	-1.7	3.23E-08
**AT2G14560**	LURP1 (LATE UPREGULATED IN RESPONSE TO HYALOPERONOSPORA PARASITICA)	**-2.7**	5.62E-112	**-3.4**	1.13E-162	**-4.1**	5.67E-173	**-3.3**	1.62E-149	**-3.2**	9.88E-155	-1.7	5.56E-82
**AT1G22770**	GI (GIGANTEA)			**-2**	2.40E-75	**-2.4**	6.55E-94	**-2.3**	8.70E-91	-1.3	4.07E-33	-1.7	1.27E-94
**AT5G10140**	FLC (FLOWERING LOCUS C)	-1.2	2.18E-09	-1.5	4.16E-14	-1.4	5.23E-11	-1.3	4.55E-10	-1.1	8.80E-12	-1.7	3.25E-08
**AT3G1550**	ANAC055 (ARABIDOPSIS NAC DOMAIN CONTAINING PROTEIN 55)			**-2**	4.16E-28	-1.3	2.83E-20	-1.5	4.16E-28				
**AT1G76930**	EXT4 (EXTENSIN 4)			**-3**	1.47E-142	-1.2	1.21E-28	**-3.1**	3.77E-175				
**AT5G44420**	AN ETHYLENE- AND JASMONATE-RESPONSIVE PLANT DEFENSIN	**-2.7**	1.49E-54	**-6.1**	3.17E-118	**-6**	3.77E-111	**-6.1**	3.17E-118	**-2.7**	1.34E-55	**-3.6**	7.78E-78
**AT2G23680**	STRESS-RESPONSIVE PROTEIN			-1	3.11E-14	-1.1	3.58E-14	-1.3	1.09E-18				
**AT1G61120**	TPS04 (TERPENE SYNTHASE 04)			**-3**	1.57E-22	**-2.6**	2.43E-15	-1.7	5.55E-08	-1.6	4.61E-07	-1.8	6.72E-09
**AT1G75040**	PR5 (PATHOGENESIS-RELATED GENE 5)	-1.4	3.27E-22	-1.7	2.13E-33	-1.5	1.00E-25	-1.8	5.50E-34				
**AT1G52890**	ANAC019 (ARABIDOPSIS NAC DOMAIN CONTAINING PROTEIN 19)			**-2**	4.84E-09	-1.2	2.90E-05	-1.5	5.04E-07				
**AT3G57260**	PR2 (PATHOGENESIS-RELATED GENE 2)	-1.9	1.17E-30	**-5.3**	4.64E-102	-**4.8**	2.99E-86	-**4.4**	4.08E-87	**-2**	2.97E-36	**-2.2**	8.40E-38
**AT1G18330**	EPR1 (EARLY-PHYTOCHROME-RESPONSIVE1)			**-2**	3.87E-53	-1.6	3.85E-29	-1.9	4.62E-40	-1.3	1.98E-23	-1.6	6.68E-30
**AT1G78410**	VQ MOTIF-CONTAINING PROTEIN			-1	2.59E-05	-1.8	9.42E-08	-1.6	1.24E-06	-1.1	0.00072986	-1.2	0.00016391
**AT5G19880**	PEROXIDASE					-1.4	0.00010488	-1	0.00418				
**AT2G18050**	HIS1-3 (HISTONE H1-3)			-1	8.40E-31	**-2.5**	2.90E-96	-1.7	3.90E-55				
**AT3G04720**	PR4 (PATHOGENESIS-RELATED 4)			-1	8.36E-46	-1.6	7.55E-69	-1.5	1.20E-55				
**AT2G43510**	TI1; SERINE-TYPE ENDOPEPTIDASE INHIBITOR			**-4**	2.98E-227	**-2.5**	6.34E-132	**-3.9**	2.98E-227	-1.1	2.90E-37	-1.8	9.93E-77
**AT3G45860**	RECEPTOR-LIKE PROTEIN KINASE	-1.5	6.64E-09	**-2.9**	8.20E-25	**-2.9**	3.03E-22	**-3**	8.20E-25	-1.5	4.12E-09	-1.7	4.81E-10
**AT3G51660**	MACROPHAGE MIGRATION INHIBITORY FACTOR FAMILY PROTEIN			**-2**	6.63E-15	-1.2	1.40E-16	-1.1	6.63E-15				
**AT1G71030**	MYBL2 (ARABIDOPSIS MYB-LIKE 2)			**-2**	4.20E-88	-1.2	1.04E-29	-1.7	4.26E-55				
**AT1G57630**	DISEASE RESISTANCE PROTEIN (TIR CLASS)			**3.1**	1.80E-25	-1.5	8.34E-09	**-2.5**	4.73E-18				
**AT5G59780**	MYB59 (MYB DOMAIN PROTEIN 59)			**-2**	1.15E-47	-1.2	6.92E-29	-1.7	9.77E-56				
**AT4G12490**	LIPID TRANSFER PROTEIN (LTP)	-1.3	7.93E-05	**-4.6**	1.76E-45	**-2.8**	8.38E-18	**-4.7**	1.76E-45	-1.9	1.32E-08	**-2.6**	1.46E-15
**AT4G23210**	PROTEIN KINASE FAMILY PROTEIN ENCODES A CYSTEINE-RICH RECEPTOR-LIKE KINASE (CRK13)			**-3**	1.31E-52	-1.7	8.20E-24	**-3**	1.31E-52				
**AT1G09080**	ATP BINDING BIP3	-1.1	7.65E-06	**-2.5**	6.79E-21	-1.6	4.53E-10	-1.6	6.04E-11				
**AT4G02520**	GSTF2 (GLUTATHIONE S-TRANSFERASE PHI 2)			**-2**		-1.2	2.82E-06	**-2.9**	4.44E-28	-1.4	3.33E-08	-1.6	3.75E-10
**AT2G25000**	WRKY60					-1.2	7.64E-11	-1.4	9.79E-15				
**AT1G08320**	TGA9			-1.1	1.21E-22								
**AT3G52430**	PAD4			-1.0	1.59E-15								
**AT1G80840**	WRKY40			-1.7	5.02E-23								
**AT4G31800**	WRKY18			-1.0	1.95E-20								
**AT1G01560**	MPK11			**-2.0**	5.24E-11			-1.5	4.20E-07				
**AT1G73805**	SARD1			-1.5	3.18E-29	-1.3	5.55E-20	-1.8	1.56E-35	-1.3	6.19E-23		
**AT4G21534**	SPHINGOSINE KINASE 2							-1.2	3.12E-21				
**AT3G23250**	MYB15			-1.9	5.76E-16			**-2.4**	1.09E-20			-1.4	4.96E-10
**AT4G25470**	DREB1C							-1.3	3.23E-04	-1.1	2.06E-03	-1.1	1.21E-03
**AT4G06746**	RAP2.9					-1.1	3.27E-13						
**AT4G25470**	DREB1B			-1.1	0.0014182							-1.0	3.36E-03

Interestingly, the dose response effects noted was largely specific for the *AtIPCS1* isoform (Table 2). However, it is immediately clear that the plant defense system is more sensitive to increased *At*IPCS2 expression (At2+ and At2++), despite the increase being relatively small (up to 10-fold) compared to *At*IPCS1 and 3 (up to 390 and 440-fold respectively) (Fig 1A–1C and Table 2). 

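Whether the change from + to ++ differed between isoforms was tested directly, as an interaction. Against AtIPCS2, 1499 genes differed in this change, and against AtIPCS3 1760 genes (limma). The 6 genes lower in At1++ than in At1+ were all among both sets. The interaction against AtIPCS2 was -3.03 for TAT3 (limma adjusted p = 2.97e-07), -5.29 for PR2 (7.92e-09) and -2.93 for AT4G12490 (0.0106). Between the libraries labelled At2+ and At2++, 572 genes were lower and 246 higher in At2++. Of the 6 genes, PR1 and AT4G12490 were also called lower in the libraries labelled At2++ than in those labelled At2+, and AT4G12490 had a log2 fold change of -3.86 (limma adjusted p = 3.61e-05). The call of PR1 was lost with any one of the 6 AtIPCS2 libraries left out. The libraries labelled At2++ held less AtIPCS2 transcript than those labelled At2+. The interaction follows the labels, so its size and the genes called could differ in the order of transcript, which was not tested.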

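Of the 53 identifiers of Table 2, 52 were matched and tested, and that of ANAC055 was printed as AT3G1550 and not matched. limma called 16 of them lower than Col-0 in At1+, 50 in At1++, 46 in At2+, 47 in At2++, 22 in At3+ and 36 in At3++. The isoforms were also compared directly, by the mean of both lines of each. The p-values of this test rest on libraries within lines and do not measure the spread between independent lines of an isoform. In that test 13 of the 52 genes were lower in the AtIPCS2 lines than in the AtIPCS1 lines and 22 lower than in the AtIPCS3 lines. Table 2 was selected by the study on these libraries, so the counts are no independent evidence.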

The overall impact of *AtIPCS2* over-expression may be due to an increases in what represents the most abundant *AtIPCS* transcript (approximately 100-fold *AtIPCS1*) in all tissues of wild type *A*. *thaliana* [4]. 

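Between the libraries labelled At3+ and At3++, limma called 172 genes lower and 653 higher in At3++. Of the genes of Table 2, 6 were lower and 1 higher in At3++ than in At3+, against 40 lower in At1++ than in At1+. DIN11 (AT3G49620) had the largest fall among them, from 733 ± 24.6 (SD, n = 2) to 122 ± 1.02 (n = 3), a log2 fold change of -2.57 (limma adjusted p = 1.16e-09). The higher one was LURP1 (AT2G14560), with 107 ± 12.9 and 231 ± 6.80 (limma adjusted p = 4.22e-06). The AtIPCS3 transcript was higher in the libraries labelled At3+.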

Interestingly, there is no major dose response apparent on an increase in the over-expression of *AtIPCS3* (At3++ versus At3+, Table 2), despite an increase in *AtIPCS3* transcript similar to that observed for *AtIPCS1* (Fig 1C). However, transcripts that were down-regulated ≥2 log_2_ in *AtIPCS3* (either line) and were also suppressed on *AtIPCS1* or *AtIPCS2* over-expression include: TAT3; lipid binding A putative lipid transfer protein (PEARLI 1; AT4G12480); *PDF1*.*2B; PR1* and *PR2*; LATE UP-REGULATED IN RESPONSE TO *HYALOPERONOSPORA PARASITICA* (LURP1; AT2G14560); GIGANTEA (GI; AT1G22770); ETHYLENE- AND JASMONATE-RESPONSIVE ELEMENT PLANT DEFENSIN. 

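All 8 genes were called lower than Col-0 in the libraries labelled At3+ and in those labelled At3++, with limma adjusted p of at most 0.00233 and 8.29e-06. PR1 changed most, with log2 fold changes of -4.61 in At3+ and -4.92 in At3++. PDF1.2A had -2.97 and -3.76, and PDF1.2B had -2.92 and -3.81, both uncertain because of near-identical copies. TAT3 had log2 fold changes of -1.99 and -2.40, PR2 of -2.12 and -2.22, and LURP1 of -3.34 and -2.23. PEARLI 1 had -1.28 in At3+ and -2.06 in At3++, and GI had -1.32 and -2.47. In the AtIPCS1 and AtIPCS2 lines, all 8 were called lower in At1++, At2+ and At2++, and 6 of them in At1+, where PEARLI 1 and GI had absolute log2 fold changes under 1.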

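Each of 11 stress genes was called lower than Col-0 by limma in both the libraries labelled At2+ and those labelled At2++. These were ELI3-2, RLP23, PLA2A, CCA1, ORA59, DIN11, EXT4, TPS04, HIS1-3, TI1 and GSTF2, of which 8 had a log2 fold change of -2 or below in At2+ and 8 in At2++, with 5 of them in both groups (ELI3-2, RLP23, DIN11, TPS04 and TI1). In the other lines, all 11 were also lower in At1++, 9 in At3++, 4 in At3+ and 3 in At1+. ELI3-2 had at most 3 reads in each library of At1++, At2+ and At2++, and was at least 8.77-fold, 6.65-fold and 8.18-fold lower than in Col-0. Tested directly between isoforms, 5 of the 11 genes were lower in the AtIPCS2 lines than in the AtIPCS1 lines and 8 lower than in the AtIPCS3 lines (limma). The error in that test is again the one within lines.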

Of the genes down-regulated with a log_2_ fold change ≥2 in response to *AtIPCS2* over-expression a large number were specific: ELICITOR-ACTIVATED GENE 3–2 (ELI3-2; AT4G37990); RECEPTOR LIKE PROTEIN 23 (RLP23; AT2G32680); PHOSPHOLIPASE A 2A (PLA2A; AT2G26560); CIRCADIAN CLOCK ASSOCIATED 1 (CCA1; AT2G46830); OCTADECANOID-RESPONSIVE *ARABIDOPSIS* AP2/ERF 59 (ORA59; AT1G06160); DARK INDUCIBLE 11 (DIN11; AT3G49620); EXTENSIN 4 (EXT4; AT1G76930); TERPENE SYNTHASE 04 (TPS04; AT1G61120); HISTONE H1-3 (HIS1-3;AT2G18050); SERINE-TYPE ENDOPEPTIDASE INHIBITOR (TI1; AT2G43510); GLUTATHIONE S-TRANSFERASE PHI 2 (GSTF2; AT4G02520). From these analyses, it is clear that *At*IPCS2 expression affects a wider network of genes (including some of those involved in plant defence responses) compared with *At*IPCS1 and *At*IPCS3 transgenic lines, perhaps due to its higher expression pattern in all tissues of *Arabidopsis* [4].

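Over all genes tested, limma called 330 genes lower and 704 higher in the AtIPCS2 lines than in the AtIPCS1 lines, each isoform taken as the mean of its lines. Against the AtIPCS3 lines, 367 genes were lower and 391 higher in the AtIPCS2 lines. These direct comparisons were moved most by leaving out the minimum on the fold change, with 5733 and 3826 genes lower. The fold of the introduced transcript over Col-0 was smaller in the AtIPCS2 lines than in any AtIPCS1 or AtIPCS3 line. From its analyses, the paper concludes that AtIPCS2 affects a wider network of genes than the other isoforms, and proposes its higher expression in all tissues as the reason.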

The effects of over-expression (At2++) were further analysed and visualised using MapMan (https://mapman.gabipd.org). These analyses illustrated multiple negative effects on metabolism (S2 Fig), however the clearest correlation of significantly down-regulated genes (log2-fold change) in At2++ was with the plant response to biotic stress: PR proteins, peroxidases, R genes, B-glucanases, heat shock proteins, transcriptional factors and signalling proteins involved in the response to pathogens (Fig 4). Furthermore, there is a remodelling of plant architecture as seen in the down-regulation of genes involved in cell wall modifications in response to pathogen attack (Fig 4).

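MapMan bins were not used here, and lists of genes written from standard gene names before the data were examined were tested in their place. Of 17 salicylic acid response genes, 8 were called lower than Col-0 in the libraries labelled At2++ both over all genes and adjusted over the list alone. Their median log2 fold change was -1.00, and the list stood lower in limma's camera test (adjusted p = 3.86e-08 over 72 list tests) and in fry (1.42e-09). In the other lines, the medians of this list lay between -1.76 (At1++) and -0.57 (At3++), with camera adjusted p of at most 3.86e-05. Of 10 jasmonate and ethylene response genes, 5 were lower and 2 higher in the libraries labelled At2++, with a median of -0.82. This list was not past the threshold in camera (adjusted p = 0.0892) and was past it in fry (8.08e-06), and without At2++ replicate 2 camera gave 0.0393. In the other lines its median lay between -1.01 (At1+) and -0.43 (At3++), and camera called it lower in At1+, At1++, At2+ and At3+ but not in At3++ (adjusted p = 0.149). Part of both lists is named by the study. Camera used a preset correlation between genes of 0.01, and of all list tests it called, fry changed the chloroplast-encoded list in At3+ alone.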

**Fig 4:**
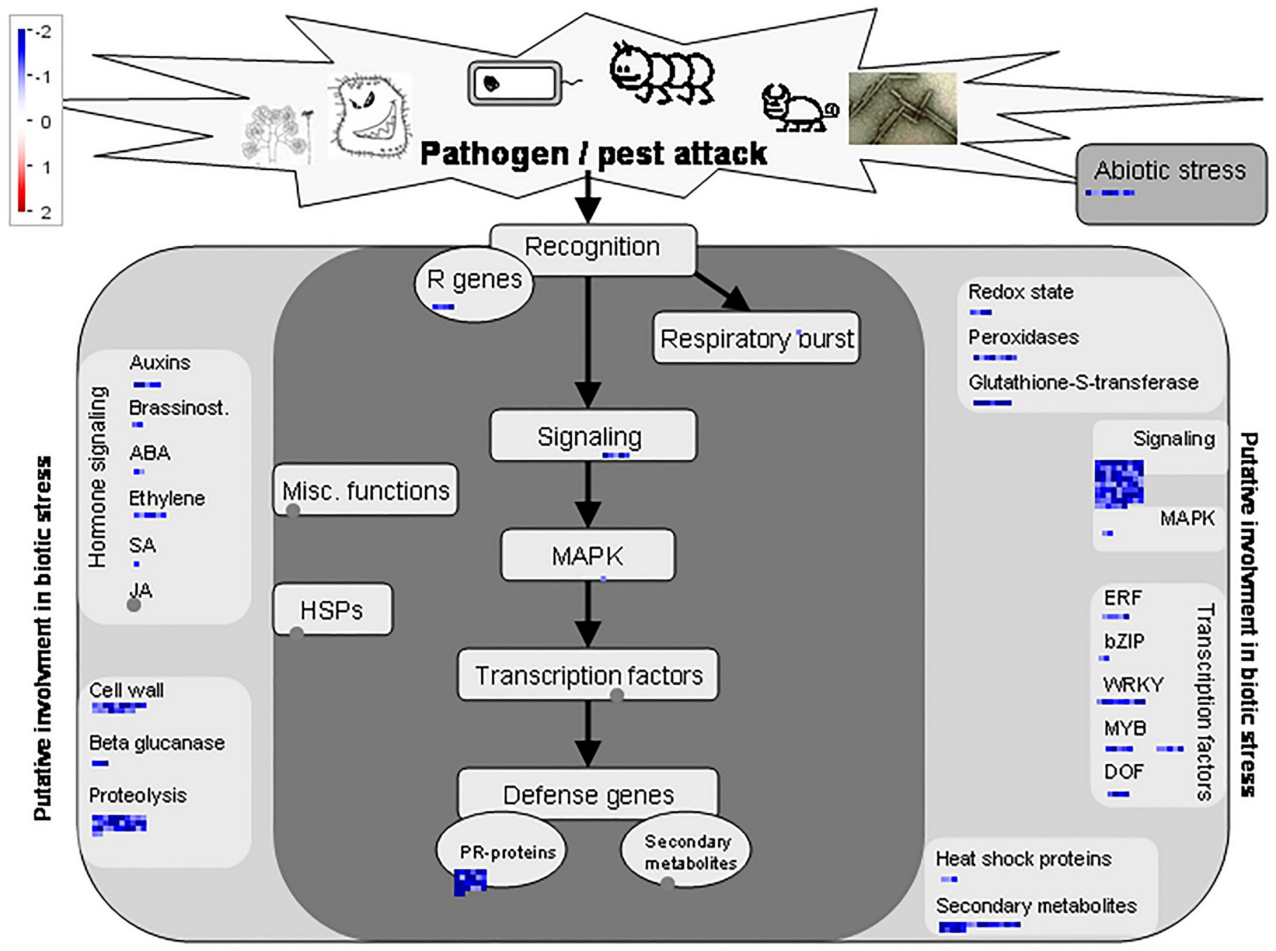
Schematic, generated in MapMan, of genes identified as down-regulated in the At2++ over-expression line and enriched under plant response to biotic stress. Log_2_ fold changes in gene expression are indicated by the colour scale. Abbreviations: Resistance (R) genes, salicylic acid (SA), jasmonic acid (JA), ethylene resposnse facotor (ERF), abscisic acid (ABA), DNA binding one zinc finger (DOF), heat-shock protein (HSP) and pathogenesis-related (PR) proteins.

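Each of the 26 genes of Table 3 was called lower than Col-0 in each of the 6 lines, which makes 156 calls, with limma adjusted p of at most 0.0404. With each library left out in turn, between 149 and 156 calls were made. The call of AT4G12490 in At1+ was lost with any one of the 6 libraries compared left out (adjusted p from 0.0721 to 0.101). It was also lost with no filter on low values (0.0682) and with a pseudocount of 0.1 (0.224). In At3+ its call was lost without Col-0 replicate 3 (0.0510) and with that pseudocount (0.182). The pseudocount also removed the calls of PDF1.2B in At1+ (0.0698) and of PDF1.2A in At1+ (0.0952) and At3+ (0.215). The 2 genes BDA1 (AT5G54610) and AED1 (AT5G10760) were followed in each line. BDA1 had a normalized count of 150.2 ± 6.54 in Col-0 (SD, n = 3), and its log2 fold change was -3.25 in At1+, -5.28 in At1++, -4.87 in At2+, -4.37 in At2++, -3.54 in At3+ and -2.40 in At3++. The largest limma adjusted p among these was 1.38e-04. AED1 had 471 ± 37.3 in Col-0, and its log2 fold changes were -1.74 in At1+, -4.97 in At1++, -4.41 in At2+, -4.29 in At2++, -2.14 in At3+ and -1.91 in At3++, with adjusted p of at most 4.82e-06. With each library left out in turn, the log2 fold change of BDA1 in At3++ ranged from -2.63 to -2.06.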

The 26 genes down-regulated in response to the over-expression of *AtIPCS1*, *2* and *3* are primarily involved in the plant biotic stress response to pathogens (Table 3), including BDA1 a well characterised transmembrane protein found to be necessary in the regulation and augmentation of the plant response to pathogens [31]; and AED1 [32] an aspartyl protease implicated in *Arabidopsis* systemic acquired resistance. This conserved down-regulation of genes involved in the plant response to pathogens further stresses the functional importance of *At*IPCS as a non-discriminate and far-reaching negative regulator of the response to biotic stress.

**Table 3:** Genes down-regulated in all three *AtIPCS* over-expression lines compared to Col0. At1-3+ over-expressing *AtIPCS1-3*; At1-3++ higher level expressors of *AtIPCS1-3*. Fold changes are the value of three technical triplicates of a transformed line. Transcripts listed had a p-value <0.001 (Wald test, cut off p-value < 0.05).

Gene ID	Gene annotation	At1+		At1 ++		At2+		At2++		At3+		At3++	
		log_2_ fold change	p-value	log_2_ fold change	p-value	log_2_ fold change	p-value	log_2_ fold change	p-value	log_2_ fold change	p-value	log_2_ fold change	p-value
**AT2G26020**	PDF1.2B (PLANT DEFENSIN 1.2B)	-1.9	8.15E-18	-5	1.44E-66	-4.9	1.47E-60	-4.9	3.31E-62	-2.6	3.65E-30	-3.4	3.34E-40
**AT2G24850**	TAT3 (TYROSINE AMINOTRANSFERASE 3)	-1.8	6.29E-17	-4	1.33E-53	-2.6	3.03E-28	-2.3	4.60E-26	-1.8	6.10E-18	-2.3	1.65E-24
**AT2G14610**	PR1 (PATHOGENESIS-RELATED GENE 1)	-3.4	1.83E-172	-7.3	4.08E-238	-7.3	1.05E-206	-7.9	4.60E-217	-4.6	1.09E-252	-4.9	2.85E-235
**AT1G06040**	STO (SALT TOLERANCE)	-1.1	2.13E-28	-1.5	1.78E-49	-1.3	2.23E-38	-1.1	8.10E-27	-1	6.04E-26	-1.5	2.41E-48
**AT2G14560**	LURP1 (LATE UPREGULATED IN RESPONSE TO HYALOPERONOSPORA PARASITICA)	-2.7	5.62E-112	-3.4	1.13E-162	-4.1	5.67E-173	-3.3	1.62E-149	-3.2	9.88E-155	-2.2	5.56E-82
**AT5G10140**	FLOWERING LOCUS C	-1.2	2.18E-09	-1.5	4.16E-14	-1.4	5.23E-11	-1.3	4.55E-10	-1.1	8.80E-12	-1.4	3.25E-08
**AT5G44420**	AN ETHYLENE- AND JASMONATE-RESPONSIVE PLANT DEFENSIN	-2.7	1.49E-54	-6.1	2.23E-122	-6	3.77E-111	-6.1	3.17E-118	-2.7	1.34E-55	-3.6	7.78E-78
**AT3G57260**	PR2 (PATHOGENESIS-RELATED GENE 2)	-1.9	1.17E-30	-5.3	4.64E-102	-4.8	2.99E-86	-4.4	4.08E-87	-2	2.97E-36	-2.2	8.40E-38
**AT3G45860**	RECEPTOR-LIKE PROTEIN KINASE	-1.5	6.64E-09	-2.9	3.18E-24	-2.9	3.03E-22	-3	8.20E-25	-1.5	4.12E-09	-1.7	4.81E-10
**AT4G12490**	LIPID TRANSFER PROTEIN (LTP)	-1.3	7.93E-05	-4.6	4.17E-43	-2.8	8.38E-18	-4.7	1.76E-45	-1.9	1.32E-08	-2.6	1.46E-15
**AT1G13470**	UNCHARACTERIZED	-2.1	2.12E-11	-3.7	3.73E-29	-3.3	2.67E-23	-2.8	2.70E-18	-2.1	6.88E-12	-2.4	3.04E-14
**AT1G33960**	AVRRPT2-INDUCED GENE 1	-1.5	6.39E-23	-5.4	1.23E-127	-5.7	9.38E-116	-5.2	1.80E-119	-2.2	7.45E-48	-3.3	6.79E-81
**AT3G47480**	CALCIUM-BINDING EF-HAND FAMILY PROTEIN	-1.3	3.75E-11	-3.0	3.27E-39	-2.8	4.26E-33	-3.3	6.57E-42	-1.6	4.36E-16	-2.2	5.55E-24
**AT4G03450**	ANKYRIN REPEAT FAMILY PROTEIN	-2.0	3.19E-10	-3.4	9.96E-24	-3.1	1.96E-20	-3.2	1.03E-21	-2.3	8.75E-13	-2.1	1.90E-10
**AT4G23150**	CYSTEIN-RICH RLK	-1.7	5.61E-07	-3.2	1.05E-20	-2.9	5.61E-18	-3.1	5.53E-20	-2.1	1.08E-09	-2.5	2.97E-13
**AT5G52760**	COPPER TRANSPORT PROTEIN FAMILY	-1.2	4.82E-05	-2.6	2.28E-17	-2.4	3.65E-14	-2.7	1.53E-17	-1.4	5.87E-07	-2.2	2.08E-12
**AT5G54610**	BDA1	-2.9	1.16E-25	-4.2	8.48E-45	-4.0	6.73E-39	-3.7	2.34E-36	-2.9	1.54E-26	-2.2	4.99E-16
**AT5G10760**	AED1	-1.7	2.88E-39	-4.6	1.85E-126	-4.2	6.95E-105	-4.1	1.41E-112	-2.1	1.09E-55	-1.9	6.10E-45
**AT5G60900**	RLK1	-1.1	9.02E-06	-2.9	1.86E-24	-2.3	1.51E-16	-2.8	2.43E-22	-1.3	1.25E-07	-1.5	2.05E-09
**AT2G18660**	EGC2	-1.6	2.23E-11	-3.5	8.48E-35	-3.9	7.62E-38	-3.5	1.52E-33	-2.3	8.03E-20	-2.6	6.45E-22
**AT2G26400**	ARD1	-2.0	2.90E-12	-2.2	6.94E-15	-2.9	2.32E-20	-2.3	1.82E-15	-2.4	2.33E-16	-3.1	9.05E-23
**AT2G29120**	GLR2.7	-1.2	6.10E-09	-2.3	6.40E-25	-1.8	1.01E-15	-2.0	9.39E-20	-1.0	1.54E-07	-1.4	3.64E-11
**AT3G28510**	AAA-ATPase	-2.1	2.93E-23	-1.4	2.97E-13	-2.9	1.42E-32	-1.8	1.70E-17	-1.5	2.91E-14	-2.2	6.87E-23
**AT1G52400**	BGLU18	-1.4	1.35E-49	-1.9	3.86E-91	-1.8	1.92E-85	-1.0	2.44E-28	-1.1	2.69E-34	-1.0	5.51E-28
**AT1G32960**	SBT3.3	-1.4	5.56E-06	-3.4	1.61E-25	-3.5	3.54E-26	-3.2	2.01E-22	-2.0	6.04E-11	-2.0	5.74E-10
**AT3G17609**	HYH	-1.7	1.92E-14	-1.5	3.92E-12	-1.6	8.78E-12	-1.5	4.75E-11	-1.5	1.75E-12	-1.7	1.87E-13

Genes involved in the plant response to abiotic stress are also highlighted as down-regulated in Fig 4, although they did not map to specific pathways. Notably, the sphingolipid biosynthetic pathway itself has been linked to the abiotic stress response. Only one gene in this pathway, sphingosine kinase (AT4G21534), had significantly altered expression (down-regulated) in At2++ (see data deposited in GEO, Accession GSE129016). 

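Sphingosine kinase (SPHK2, AT4G21534) had a normalized count of 345 ± 5.91 in Col-0 (SD, n = 3) and 149.6 ± 7.64 in the libraries labelled At2++ (n = 3). The log2 fold change was -1.20 (standard error 0.11, limma adjusted p = 1.2e-09), and it ranged from -1.24 to -1.18 with each library left out in turn. It was 0.44 in At1+, -0.80 in At1++, -0.75 in At2+, -0.08 in At3+ and -0.52 in At3++. Of 32 sphingolipid pathway genes in a list written before the data were examined, 31 were tested. In At2++, 2 were called lower, SPHK2 and the sphingosine-1-phosphate phosphatase gene SPP1, and 1 was higher, AtIPCS2 itself. SPP1 had a log2 fold change of -1.31 there. The median of the list was -0.23 (limma's camera, adjusted p = 0.0228), and in the other lines it lay between -0.11 and 0.14. Camera also called the list higher in At1+ (adjusted p = 0.00125) and lower in At2+ (0.0234). In At1+ the only gene called was the introduced AtIPCS1, at 6.68, and the median was 0.14. The list includes the introduced genes and was not tested without them. In each of At2+ and At3++, 1 gene was called lower, and SPP1 had the lowest log2 fold change, -1.14 and -1.11.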

The protein product of this gene phosphorylates sphingosine (to S1P) and phytosphingosine (to phytoS1P) in plants [33], and increased levels of S1P and abscisic acid dependent stomatal closure have been reported in response to drought [34]. Knock-down of sphingosine kinase expression significantly decreased sensitivity to abscisic acid induced stomatal closure compared to Col0 [35], indicating that At2++ with reduced sphingosine kinase may be more sensitive to drought. 

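The serine/threonine kinase gene AT1G78290, of the SNF1-related protein kinase (SnRK2) family, had a normalized count of 368 ± 35.5 in Col-0 (SD, n = 3). Its log2 fold changes against Col-0 were 0.17 in At1+, -1.79 in At1++, -1.91 in At2+, -2.02 in At2++, -1.01 in At3+ and -1.36 in At3++. All but the first had limma adjusted p of at most 4.76e-05, and in At1+ it was 0.367. From At1+ to At1++ the log2 fold change was -1.97 (limma adjusted p = 7.71e-12), and between the labels + and ++ of AtIPCS2 and AtIPCS3 it was -0.11 (0.606) and -0.35 (0.0960). The last adjusted p ran from 0.0233 to 0.215 across the alternatives, lowest with only the libraries compared.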

One gene showed a negative correlation under GO term *GO*:*009819* (*drought recovery*), a serine/theronine kinase (AT1G78290), a member of the SNF1-related protein kinase (SnRK2) family whose activity is activated by osmotic stress and dehydration [36]. Similarly, DREB genes have been implicated in the plant response to abiotic stress, including osmotic stresses such as high salinity and drought [37], and DREB1B and DREB1C were down-regulated in all the higher level over-expressors (At1-3++; Table 2). Together, these data place *At*IPCS at the heart of the abiotic, as well as biotic, stress response.

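Both genes had few reads, and Table 2 lists both under the identifier AT4G25470, which belongs to DREB1C. DREB1C was counted at 9.13 ± 0.943 in Col-0 (SD, n = 3), 4.40 ± 1.63 in At1++, 1.36 ± 1.18 in the libraries labelled At2++ and 1.85 ± 1.64 in those labelled At3++. With at most 3 reads in each library, it was at least 2.92-fold lower than Col-0 in At2++ (limma adjusted p = 6.18e-04) and at least 2.54-fold lower in At3++ (0.00235). In At1++ the log2 fold change was -0.95 (limma adjusted p = 0.148), which is not past the threshold, and in At3+ it was -1.56 (0.0919). Across the alternatives these adjusted p ran from 0.0487 to 0.455 and from 0.02 to 0.411, both lowest with only the libraries compared. DREB1B (AT4G25490) was counted at 10.3 ± 0.987 in Col-0, with log2 fold changes of -1.67 in At1++ (limma adjusted p = 0.00289), -1.30 in At2++ (0.0127) and -1.70 in At3++ (0.00263). Without replicate 1 of At2++ the adjusted p of DREB1B in At2++ was 0.0789.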

Overall, these data show a complex picture of the modulation of the plant stress response on over-expression of *AtIPCS* isoforms. Some changes were relatively specific for an isoform, some showed dose response effects that correlated with *At*IPCS expression levels, and all are genes modulated in response to biotic and abiotic stress.

### Analyses of genes identified as responding positively to *AtIPCS* over-expression

Analyses of genes whose expression was positively correlated with *AtIPCS1* over-expression (At1+ and At1++) revealed a significant enrichment (Fisher exact test, two tailed, p < 0.001) for those under GO term GO:0015979, *photosynthesis* (p = 9.10^E-27^) 25.7% (18/70) when they represent 0.43% of the *Arabidopsis* transcriptome (S4 Table). Similarly, for *AtIPC*2 over-expressor transgenic lines (At2+ and At2++) there was a significant enrichment (p = 1.70^E-31^) with 13.3% (30/226) of the genes associated under this GO term (S5 Table). *AtIPC*3 over-expressor lines (At3+ and At3++) also had a significant enrichment under *photosynthesis* (p = 6.00^E-18^)—34.5% (10/29). Other GO terms with significant enrichment for up-regulated genes in response to *AtIPCS1*, *2* or *3* over-expression include: GO:0010876 (*lipid localization*), GO:0006091 (*generation of precursor metabolites and energy*) and GO:0033036 (macromolecular localization) (S4–S6 Tables).

Utilising the differential over-expression in the analysed lines, the influence of *AtIPCS1-3* expression levels on gene up-regulation was analysed. A dose dependent increase in the expression of up-regulated genes under GO term GO:0015979 (*photosynthesis*) was associated with the increase in *AtIPCS1* and *2* transcript found in the transgenic lines (At1+ and At1++, and At2+ and At2++; Table 4). Those showing ≥2 log_2_ fold change dose response to both *AtIPCS1* and *AtIPCS2* are: YCF4, a PROTEIN REQUIRED FOR PHOTOSYSTEM I ASSEMBLY AND STABILITY (ATCG00520); a SUBUNIT OF THE CHLOROPLAST NAD(P)H DEHYDROGENASE COMPLEX, NDHI (ATCG01090); NADH DEHYDROGENASE ND1 NDHA (ATCG01100); PSAC SUBUNIT OF PHOTOSYSTEM I (ATCG01060); 49KDA PLASTID NAD(P)H DEHYDROGENASE SUBUNIT H PROTEIN (ATCG01110); NDHC, NADH DEHYDROGENASE D3 SUBUNIT OF THE CHLOROPLAST NAD(P)H DEHYDROGENASE COMPLEX (ATCG00440); YCF3, a PROTEIN REQUIRED FOR PHOTOSYSTEM I ASSEMBLY AND STABILITY (ATCG00360). 

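Of 102 genes encoded in the chloroplast, 92 passed the filter on low values. Their median log2 fold change against Col-0 was 1.71 in At1+, 2.33 in At1++, 4.15 in At2+, 2.90 in At2++, 0.37 in At3+ and 2.41 in At3++. With the 9 genes at or under 3 reads in Col-0 set to their bounds, the medians were 1.66, 2.33, 4.14, 2.83, 0.37 and 2.41. limma called 62, 76, 90, 82, 10 and 74 of these genes higher in the same order of lines. Camera's largest adjusted p was 0.00115, in At3+, where fry gave 0.418. The libraries labelled At2+, which held more AtIPCS2 transcript than those labelled At2++, had the highest median of the 6 groups. All libraries were made with a kit for mRNA, and few reads fell on organelle genes. A varying capture of organelle RNA cannot be told apart here from a change of chloroplast expression. Of the 11 nuclear genes of Table 4, 3 were called higher in At1++ and 11 in each of the AtIPCS2 groups.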

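The 7 genes were YCF4, NDHI, NDHA, PSAC, NDHH, NDHC and YCF3, all encoded in the chloroplast. From At1+ to At1++, each was called higher by limma, with log2 fold changes from 1.09 (NDHC) to 1.62 (NDHH) and adjusted p of at most 0.0198. For YCF4 and NDHC this call was lost without replicate 1 of At1+ (adjusted p = 0.113 and 0.126) and without replicate 1 of At1++. Their calls were also lost under DESeq2 (0.0791 and 0.0586) and with its shrunken fold changes (0.0873 and 0.0642). That of YCF4 was lost under edgeR too (0.0615). From the libraries labelled At2+ to those labelled At2++, all 7 went down, from -1.42 (NDHI) to -0.57 (NDHH) on the log2 scale, and 5 were called lower. Those 5 calls were lost without replicate 1 labelled At2+ (adjusted p from 0.145 to 0.291), without replicate 1 labelled At2++ (0.0804 to 0.109) and with only the libraries of the groups compared (0.0533 to 0.122). Those of NDHA and PSAC were also lost without replicate 3 labelled At2+ or replicate 2 labelled At2++, and NDHH was called lower without replicate 2 labelled At2+ (adjusted p = 0.0171). NDHH (ATCG01110) was counted at 7.01 ± 0.752 in Col-0 (SD, n = 3), 211 ± 104 in At1+, 599.6 ± 78.9 in At1++, 1157 ± 652 in At2+ and 709.6 ± 189 in At2++. The difference between the changes in AtIPCS1 and AtIPCS2 was past the threshold for all 7 genes, with limma adjusted p of at most 0.0138. This difference follows the labels. In the order of AtIPCS2 transcript, all 7 genes went up for both isoforms, and the difference in that order was not tested.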

All isoforms clearly influence the expression of the genes under this GO term and are therefore likely to influence photosynthesis itself. 

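Reads on chloroplast-encoded genes made up 0.0452% ± 0.0204 of the reads counted on genes in Col-0 (mean ± SD), 0.153% ± 0.0475 in At1+ and 0.240% ± 0.0516 in At1++. They made up 0.653% ± 0.303 in the libraries labelled At2+, 0.308% ± 0.0348 in At2++, 0.0600% ± 0.0138 in At3+ and 0.211% ± 0.0261 in At3++. The 3 libraries labelled At2+ spread from 0.405% to 0.99%. In 5 lines every library lay above every Col-0 library (exact two-sided permutation test, p = 0.1 for each, the smallest p these groups allow), and At3+ overlapped Col-0 (exact p = 0.5). The share on mitochondrion-encoded genes was 0.0216% ± 0.00698 in Col-0, 0.0533% ± 0.00797 in At1+, 0.0472% ± 0.00695 in At1++, 0.115% ± 0.0142 in At2+, 0.0538% ± 0.00802 in At2++, 0.0226% ± 0.00233 in At3+ and 0.0481% ± 0.00624 in At3++. Both shares were thus highest in At2+ and near Col-0 in At3+, and a varying capture of organelle RNA could raise both.

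**Figure D3:**
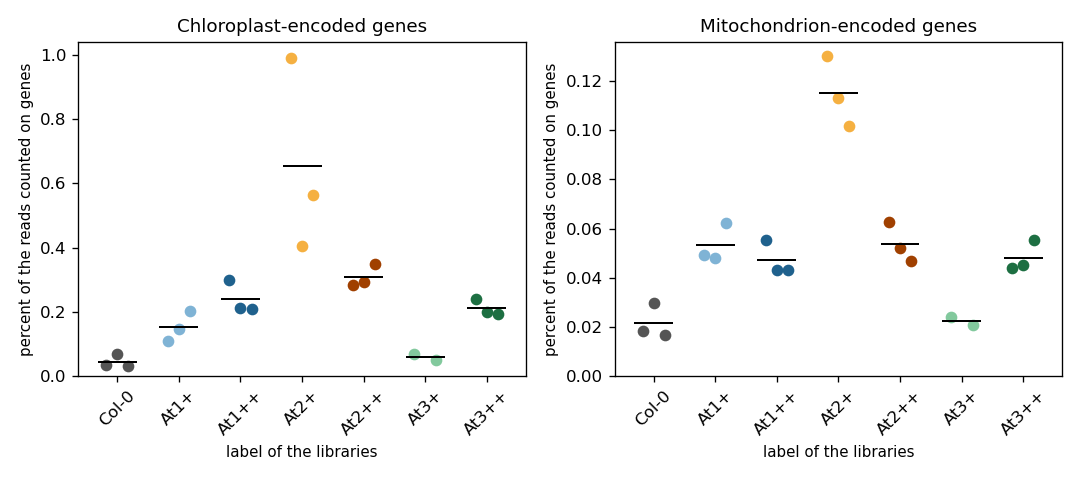
Percent of the reads counted on genes that fell on chloroplast-encoded and on mitochondrion-encoded genes, with 1 point per library, groups named by label and the group mean as a bar. The libraries labelled At2+ are highest in both.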

Over-expression of *AtIPCS2* has the broadest and largest effect, correlating again with its status as the most abundant, and perhaps most important, *AtIPCS* isoform (approximately 100-fold *AtIPCS1*) in all tissues of wild type *A*. *thaliana* [4].

**Table 4:** Genes showing a positive correlation with *AtIPCS* expression under GO term GO:0015979 (*photosynthesis*). At1-3+ over-expressing *AtIPCS1-3*; At1-3++ higher level expressers of *AtIPCS1-3*. Fold changes are the value of three technical triplicates of a transformed line. Transcripts listed had a p-value <0.001 (Wald test, cut off p-value < 0.05) and highlighted in bold log_2_ fold change ≥ 2.

GeneID	Gene annotation	At1+		At1++		At2+		At2++		At3+		At3++	
		log_2_fold	p-value	log_2_fold	p-value	log_2_fold	p-value	log_2_fold	p-value	log_2_fold	p-value	log_2_fold	p-value
**ATCG00520**	ENCODES A PROTEIN REQUIRED FOR PHOTOSYSTEM I ASSEMBLY AND STABILITY	1.3	0.000136	**2**	6.06E-09	**2.4**	3.56E-12	**3.6**	7.23E-26			**2**	1.23E-08
**ATCG01090**	ENCODES SUBUNIT OF THE CHLOROPLAST NAD(P)H DEHYDROGENASE COMPLEX NDHI	1.5	1.14E-05	**2.5**	1.60E-13	**2.7**	1.01E-15	**4**	4.89E-33			**2.2**	6.40E-11
**ATCG00540**	ENCODES CYTOCHROME F APOPROTEIN	1.1	0.00043	1.9	3.70E-09	**2.2**	1.72E-12	**3.4**	7.67E-27			1.7	3.65E-08
**ATCG01010**	CHLOROPLAST ENCODED NADH DEHYDROGENASE UNIT. NDHF					**2.2**	2.06E-10	**3.4**	7.33E-22			1.8	2.59E-07
**ATCG00280**	CHLOROPLAST GENE ENCODING A CP43 SUBUNIT OF THE PHOTOSYSTEM II REACTION CENTER	1.5	2.31E-06	1.6	1.08E-06	1.9	2.22E-09	**3**	1.05E-20			1.7	7.88E-08
**ATCG00680**	ENCODES FOR CP47, SUBUNIT OF THE PHOTOSYSTEM II REACTION CENTER	1	0.000857	1.2	0.000146	1.5	8.93E-07	**2.5**	2.18E-15			1.3	2.90E-05
**AT4G28660**	PSB28 (PHOTOSYSTEM II REACTION CENTER PSB28 PROTEIN)					1.6	6.17E-59	1.2	8.53E-37	0.5			
**ATCG01100**	NADH DEHYDROGENASE ND1 NDHA	1.6	2.92E-06	**2.6**	2.62E-15	**2.9**	1.82E-18	**4**	3.49E-33			**2.4**	9.53E-13
**AT3G04790**	RIBOSE 5-PHOSPHATE ISOMERASE-RELATED					1.8	1.32E-101	1.3	6.95E-58	0.8		1.3	1.00E-52
**ATCG00270**	PSII D2 PROTEIN PSBD	1.8	5.79E-08	1.9	4.30E-09	**2.4**	7.28E-13	**3.4**	1.13E-25			**2.1**	3.43E-10
**ATCG01060**	ENCODES THE PSAC SUBUNIT OF PHOTOSYSTEM I	1.3	5.19E-05	**2.2**	3.40E-12	**2.6**	8.05E-17	**3.6**	2.28E-30			**2.1**	1.50E-11
**AT3G55800**	SBPASE (SEDOHEPTULOSE-BISPHOSPHATASE);					1.2	1.64E-100	1	4.49E-67	0.3			
**AT4G09650**	ATPD (ATP SYNTHASE DELTA-SUBUNIT GENE);					1.5	7.39E-119	1.2	3.91E-76	0.3		1.1	3.83E-57
**ATCG00730**	A CHLOROPLAST GENE ENCODING SUBUNIT IV OF THE CYTOCHROME B6	1.3	2.93E-05	1.6	1.02E-06	1.9	4.38E-09	**2.8**	6.43E-19			1.6	3.63E-07
**ATCG01080**	NADH DEHYDROGENASE ND6 NDHG					1.9	9.92E-08	**3.1**	5.52E-19			1.5	1.37E-05
**ATCG00710**	ENCODES A 8 KD PHOSPHOPROTEIN	1	0.000866	1.2	1.80E-06	1.7	5.64E-08	**2.8**	1.16E-17			1.5	6.42E-06
**AT2G01590**	CRR3 (CHLORORESPIRATORY REDUCTION 3)					1.2	1.06E-40	1	1.79E-31				
**ATCG00580**	PSII CYTOCHROME B559	1.1	0.0003654	1.3	8.33E-05	1.8	8.75E-09	**2.4**	2.18E-13			1.3	2.94E-05
**ATCG00720**	ENCODES THE CYTOCHROME B(6) SUBUNIT OF THE CYTOCHROME B6F COMPLEX	1.1	0.0005436	1.4	5.73E-06	1.7	7.29E-08	**2.9**	4.62E-20			1.4	5.58E-06
**AT3G01440**	PSB-LIKE PROTEIN 2 (PQL2)					1.8	7.06E-107	1.5	2.18E-13	0.5	4.69E-10	1.3	2.89E-50
**AT1G14150**	PSB-LIKE PROTEIN 1 (PQL1)					1.5	3.82E-75	1.2	1.54E-44	0.5	7.91E-09	1	4.06E-35
**ATCG01110**	ENCODES THE 49KDA PLASTID NAD(P)H DEHYDROGENASE SUBUNIT H PROTEIN	**2.8**	3.73E-19	**4**	4.72E-37	**4.2**	1.35E-40	**4.7**	5.23E-52	1	0.001626	**3.6**	5.95E-30
**AT1G19150**	LHCA6; CHLOROPHYLL BINDING PSI TYPE II CHLOROPHYLL A/B-BINDING PROTEIN	-		1.2		**2**	2.50E-114	1.6	5.98E-73	0.7	1.71E-15	1.5	1.95E-66
**AT1G60950**	FED A; 2 IRON, 2 SULFUR CLUSTER BINDING					1.6	1.03E-63	1.5	1.68E-54			1.2	1.99E-33
**ATCG00300**	ENCODES PSBZ, WHICH IS A SUBUNIT OF PHOTOSYSTEM II	1.1	0.0022523	1.6	6.17E-06	1.7	8.98E-07	**3.2**	1.04E-19			1.6	2.72E-06
**ATCG00440**	ENCODES NADH DEHYDROGENASE D3 SUBUNIT OF THE CHLOROPLAST NAD(P)H DEHYDROGENASE COMPLEX NDHC	1.3	0.0001679	**2**	3.59E-09	**2.7**	6.65E-16	**3.4**	4.14E-24			1.9	1.08E-08
**ATCG00340**	ENCODES THE D1 SUBUNIT OF PHOTOSYSTEM I AND II REACTION CENTERS. PSAB	1.2	0.0001204	1.6	1.29E-06	1.8	1.35E-08	**2.9**	4.71E-19			1.6	1.30E-06
**ATCG00360**	ENCODES A PROTEIN REQUIRED FOR PHOTOSYSTEM I ASSEMBLY AND STABILITY	1.5	6.99E-06	**2.3**	5.20E-12	**2.7**	1.25E-15	**3.8**	1.03E-29			**2.1**	4.94E-10
**AT3G16250**	NDF4 (NDH-DEPENDENT CYCLIC ELECTRON FLOW 1);					1.4	1.02E-79	1.1	5.91E-52	0.4	1.70E-07		
**AT3G62410**	PROTEIN BINDING CP12-2 ENCODES A SMALL PEPTIDE FOUND IN THE CHLOROPLAST STROMA					1.8	5.62E-79	1.4	5.57E-49	0.3	0.006318	1.5	2.39E-51

The effects of over-expression (At2++) were further analysed and visualised using MapMan (https://mapman.gabipd.org). This illustrated multiple positive transcriptional effects on genes associated with metabolism (S3 Fig), a greater effect than those negatively affected (S2 Fig). 

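In the libraries labelled At2++, 54.6% of the genes called against Col-0 were higher and the rest lower. At an absolute log2 fold change of at least 2, 305 genes were higher and 347 lower, which is 46.8% higher. In the libraries labelled At2+ the share called higher was 63.9%. These shares are over all genes called and not over the MapMan bins of metabolism.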

Amongst those particularly influenced were genes associated with the metabolism of light reactions and flavonoids. The effects clustered under light reactions correlated with the enrichment under GO term GO:0015979, *photosynthesis* discussed above. 

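Nuclear genes of photosynthesis were tested as 3 lists in the libraries labelled At2++. Of 18 genes of the Calvin cycle, 13 were called higher than Col-0, with a median log2 fold change of 1.24 (limma's camera, adjusted p = 1.04e-16). Of 12 genes of photorespiration, 2 were higher, with a median of 0.68 (adjusted p = 2.13e-05 from camera). Of 47 genes of the light reactions, 9 were higher and 2 lower, with a median of 0.70 (3.34e-11). The medians in the libraries labelled At2+ were 1.02, 0.57 and 0.59 in the same order of lists. In At1++ they were 0.68, 0.30 and 0.43, and in At3++ 0.81, 0.41 and 0.41, with camera adjusted p of at most 0.0150. In At1+ they were 0.03, 0.06 and -0.02, none past camera's threshold, and in At3+ 0.29, 0.14 and 0.03. The last value, for the light reactions in At3+, had a camera adjusted p of 0.964. The Calvin cycle (1.22e-10) and photorespiration (0.0237) were past camera's threshold in At3+.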

Further analyses using MapMan showed that genes up-regulated in At2++ had high enrichment under photorespiration, the Calvin cycle and light reactions (Fig 5). This indicated that there was an associated increase in energy production and, perhaps, the rate of growth.

**Fig 5:**
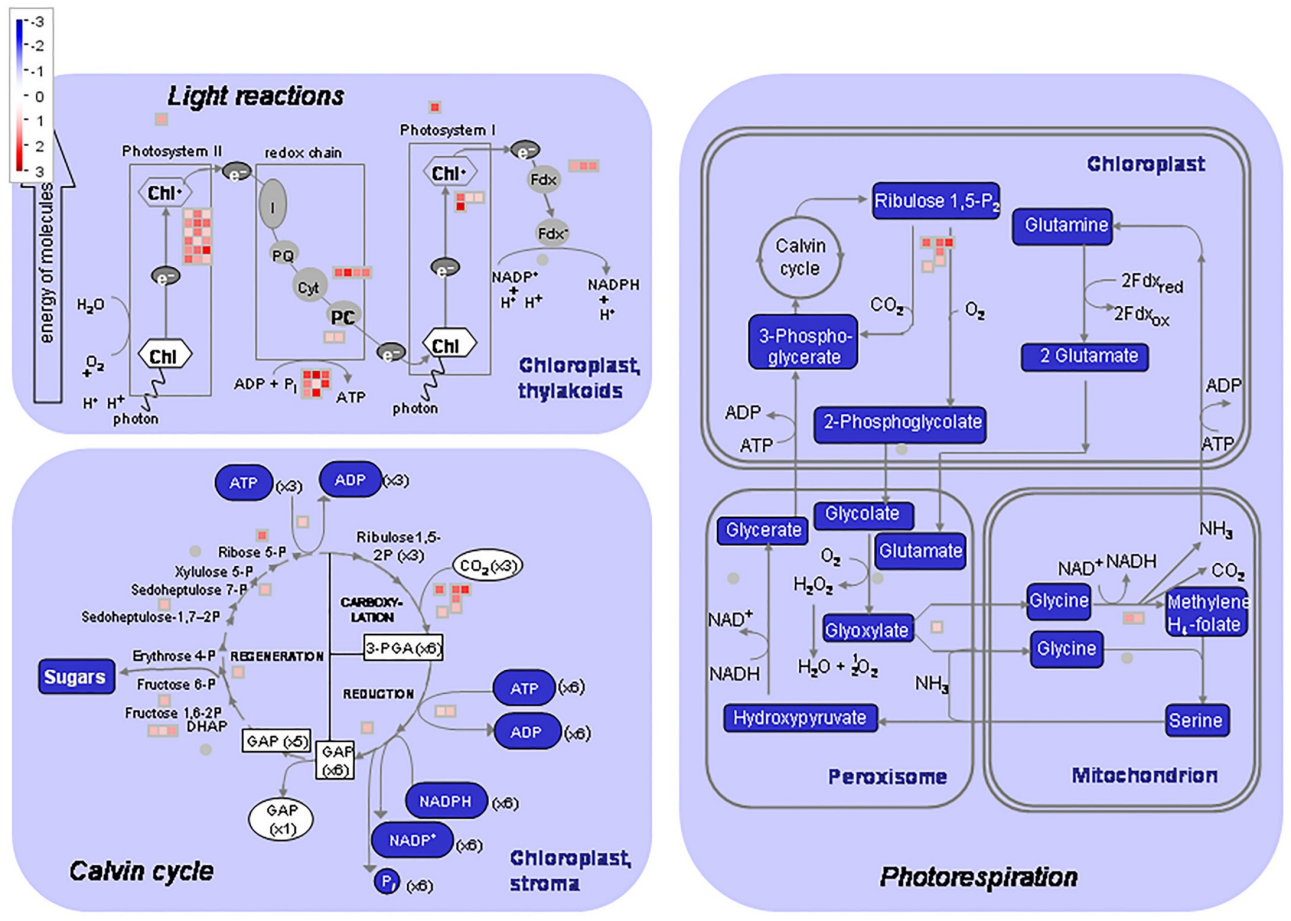
MapMan schematic of showing genes identified as upregulated in the At2++ over-expression line enriched under the plant light reaction, Calvin cycle and photorespiration. Log_2_ fold changes in gene expression are indicated by the colour scale.

The MapMan analyses (S3 Fig) also indicated an upregulation of flavonoid metabolism. 

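Of 21 genes of the flavonoid pathway, 16 were tested, and 11 were called higher than Col-0 in the libraries labelled At2++ (limma). The list had a median log2 fold change of 1.72 there (limma's camera, adjusted p = 8.35e-10). It was also higher in At1++ (median 1.10), At2+ (1.05), At3++ (0.84) and At3+ (0.39). In At1+ it was lower, with a median of -0.42, or -0.25 with the 4 genes at or under 3 reads in Col-0 at their bounds (camera adjusted p = 0.00243).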

Flavonoids are antioxidant molecules usually produced as a result of ROS accumulation in response to abiotic and biotic stress [38]. These data indicated that over-expression of *At*IPCS2 may play a protective role in plant defense, not only as a negative regulator of plant pathogen defense genes, but also as a positive regulator of metabolites that have antioxidant properties.

After *photosynthesis*, the next best supported GO term for up-regulated genes across all *AtIPCS* isoform over-expressers was GO:0010876 (*lipid localization*; p = 8.20^E-16^, 1.80^E-26^ and 6.00^E-18^ for *AtIPCS1*, *2* and 3 respectively (S4–S6 Tables). 

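The 17 genes of Table 5 on lipid localization all passed the filter on low values. limma called 9 of them higher than Col-0 in At1+, 16 in At1++, 17 in each of the AtIPCS2 groups, 8 in At3+ and 15 in At3++. Between the levels, 16 were called higher in At1++ than in At1+, and 12 higher in the libraries labelled At3++ than in those labelled At3+. Between the libraries labelled At2+ and At2++, 2 were higher and 3 lower in At2++. The transcript of the introduced gene was higher in At1++ than in At1+, but lower in the libraries labelled At2++ and At3++ than in those labelled At2+ and At3+.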

The degree of enrichment across these genes (8/70, 17/275, and 7/19 for *AtIPCS1*, *2* and 3 respectively) was greater than that observed with GO:0015979 (*photosynthesis*); in addition, higher transcript log_2_ fold changes correlated with the rise in *AtIPCS* isoform expression levels (Table 5). 

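The oleosin genes OLEO1 (AT4G25140), OLEO2 (AT5G40420) and OLEO4 (AT3G27660) rose from 98.8 ± 29.0, 48.2 ± 14.6 and 37.9 ± 6.83 in At1+ (SD, n = 3) to 1301 ± 109.7, 598 ± 56.8 and 345 ± 28.5 in At1++. Their log2 fold changes were 3.75, 3.65 and 3.16. The 2S storage protein genes SESA1 to SESA4 (AT4G27140, AT4G27150, AT4G27160 and AT4G27170) are neighbouring genes of one family. Whether reads could be told apart between them was not tested, so their single values are uncertain. Their log2 fold changes from At1+ to At1++ were 3.90, 4.02, 3.81 and 3.36, and that of the gene AT5G54740 (SESA5) was 3.35. All 8 had limma adjusted p of at most 4.33e-10. In Col-0, OLEO2 and OLEO4 had normalized counts of 12.0 ± 4.31 and 4.24 ± 1.28, and the other 6 had at most 3 reads in each library.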

Increased *AtIPCS1* expression (At1+ to At1++; 200–390 fold wild type Col-0 (Fig 1A) saw ≥2 log_2_ increase in expression of the following genes under GO:0010876: OLEOSIN 1, 2 and 4 (OLEO1, 2 and 4; AT4G25140, AT5G40420 and AT3G27660); 2S SEED STORAGE PROTEIN 1–4 (AT4G27140, AT4G27150, AT4G27160 and AT4G27170); and LIPID TRANSFER PROTEIN (LPT; AT5G54740). All of these genes were also up-regulated in response to *AtIPCS2* over-expression, including all 4 SEED STORAGE PROTEIN genes (AT4G27140, AT4G27150, AT4G27160 and AT4G27170). However, only isoforms 1, 3 and 4 increased ≥2 log_2_ in expression on further increase in *AtIPCS2* expression (At2+ to At2++; 7–9 fold wild type Col-0; Fig 1B; Table 5). In addition, LIPID TRANSFER PROTEIN 4 (LTP4; AT5G59310); LIPID BINDING PROTEIN PREDICTED TO ENCODE A PR (PATHOGENESIS-RELATED) protein (LTP6; AT3G08770); and LIPID TRANSFER PROTEIN (LPT; AT5G55410 and AT2G37870) are all up-regulated ≥2 log_2_ on over-expression of this isoform. None of these are increased ≥2 log_2_ in the higher *AtIPCS2* expressors, however LPT4 is decreased. 

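In the libraries labelled At2+, the normalized counts were 748 ± 132 for SESA1 (SD, n = 3), 585 ± 121 for SESA2, 893 ± 164 for SESA3 and 87.6 ± 14.8 for SESA4. In those labelled At2++, they were 179 ± 28.3, 333 ± 53.9, 190.1 ± 4.73 and 16.6 ± 1.85. SESA2, SESA3 and SESA4 were listed at 0 in every Col-0 library, and SESA1 averaged 0.585. AT5G54740 had 952 ± 176 and 636 ± 48.0 in the AtIPCS2 groups and OLEO1 281 ± 71.7 and 223 ± 17.6. All were called higher than Col-0 in both groups (limma adjusted p of at most 9.68e-12).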

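From the libraries labelled At2+ to those labelled At2++, SESA1, SESA3 and SESA4 had log2 fold changes of -2.05 (limma adjusted p = 2.12e-06), -2.21 (1.49e-10) and -2.33 (1.41e-06). SESA2 had -0.80 (0.0120), and without replicate 1 labelled At2+ its adjusted p was 0.0602. SESA1, SESA3 and SESA4 were thus lower in the libraries labelled At2++, where AtIPCS2 transcript was lower too.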

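LTP4 (AT5G59310) was listed at 0 in Col-0 and had 4.50 ± 3.87 (SD, n = 3) in the libraries labelled At2+ and 44.7 ± 8.19 in those labelled At2++. It was at least 1.60-fold and 15.9-fold higher than in Col-0. Its log2 fold change from At2+ to At2++ was 3.25 (limma adjusted p = 2.37e-05). LTP6 (AT3G08770) had log2 fold changes of 1.32 in At2+ and 2.03 in At2++, a difference of 0.71 (limma adjusted p = 2.16e-05). AT2G37870 had 1.89 and 3.27, a difference of 1.38 (adjusted p = 0.00225 from limma). AT5G55410, with at most 3 reads in each Col-0 library, was at least 6.23-fold and 7.46-fold higher, and the AtIPCS2 groups did not differ (limma adjusted p = 0.624). In terms of transcript, the libraries labelled At2+ were the higher AtIPCS2 expressors.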

As above, *AtIPCS2* over-expression had the broadest effect on the selected genes (GO:0010876), again presumably due to its high levels in all tissues of wildtype *A*. *thaliana* [4]. 

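In the libraries labelled At3+ (n = 2), SESA1 to SESA4 had normalized counts of 72.2 ± 27.8, 53.2 ± 28.7, 133 ± 50.6 and 17.2 ± 2.86 (SD). AT5G54740 had 173 ± 66.6, OLEO1 46.0 ± 8.39 and OLEO4 17.1 ± 4.05. In those labelled At3++ (n = 3), SESA1 to SESA4 had 1392 ± 156, 1295 ± 117, 1929 ± 185 and 186 ± 33.0. AT5G54740 had 2665 ± 154, OLEO1 639 ± 52.4 and OLEO4 151 ± 16.4. All 7 genes were called higher than Col-0 in both groups, with limma adjusted p of at most 1.01e-05.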

All 4 SEED STORAGE PROTEIN genes, LTP (AT5G54740) and OLEO1 and 4, are up-regulated in response to *AtIPCS3* over-expression. Furthermore, all are further up-regulated (≥2 log_2_) on increased expression (At3+ to At3++; 220–440 fold wild type Col-0; Fig 1C; Table 5). 

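From the libraries labelled At3+ to those labelled At3++, the log2 fold changes ranged from 3.09 (OLEO4) to 4.68 (SESA2), with limma adjusted p of at most 1.74e-08. The libraries labelled At3++, in which the 7 genes were higher, held less AtIPCS3 transcript than those labelled At3+.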

Although isoform specific effects, particularly with respect to *AtIPCS2*, were observed, over-expression of each lead to an up-regulation in expression of genes associated with GO term GO:0010876 (*lipid localization*). Analyses of the genes up-regulated in all over-expression lines demonstrated that they mainly encode seed storage proteins (Table 6), including CRUCIFERIN 2 and 3 genes (*CRU2* and *3*). 

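Of 25 seed and embryo storage and maturation genes tested, from a list of 28 written before the data were examined, limma called 15 higher than Col-0 in all 6 lines. Of these 25, 13 are in the paper's tables, which were selected on these libraries. Of the 9 that the study does not name, 1 was called higher in all 6 lines. CRU3 (AT4G28520) had at most 1 read in each Col-0 library and normalized counts of 751 ± 229.7 in At1+ (SD, n = 3), 11922 ± 669.5 in At1++, 2246 ± 226 in At2+, 897 ± 27.0 in At2++, 248 ± 116 in At3+ (n = 2) and 4878 ± 642 in At3++. It was at least 268-fold, 4252-fold, 801-fold, 319.8-fold, 88.4-fold and 1740-fold higher in these lines. CRU2 (AT1G03880), listed at 0 in Col-0, was at least 10.7-fold, 266-fold, 46.3-fold, 13.7-fold, 7.89-fold and 104-fold higher. The largest limma adjusted p of either gene was 5.71e-11. The median log2 fold change of the 25 genes was 2.96, 6.17, 3.76, 3.59, 1.80 and 4.91 in the same order of lines. With the 13 genes at or under 3 reads in Col-0 at their bounds it was 2.70, 6.07, 3.48, 3.21, 1.58 and 4.89. Camera's largest adjusted p was 4.56e-21. For the genes that the study picked, these counts and tests are no independent evidence.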

*CRU2* and *3* are expressed during the later stages of embryogenesis [39], with CRU3 having a role in protein and oil storage [40]. Together, these data indicated that the increased metabolic activity, perhaps induced by *At*IPCS over-expression (S3 Fig), may result in an increase in protein and lipid storage during seed development.

**Table 5:** Genes showing a positive correlation with *AtIPCS* expression under GO term GO:0010876 (*lipid localization*). At1-3 over-expressing *AtIPCS1-3*; At1-3+ higher level expressers of *AtIPCS1-3*. Fold changes are the value of three technical triplicates of a transformed line. Transcripts listed had a p-value <0.001 (Wald test, cut off p-value < 0.05) and highlighted in bold log_2_ fold change ≥ 2.

GeneID	Gene annotation	At1+		At1++		At2+		At2++		At3+		At3++	
		log_2_fold	p-value	log_2_fold	p-value	log_2_fold	p-value	log_2_fold	p-value	log_2_fold	p-value	log_2_fold	p-value
**AT5G59310**	LTP4 (LIPID TRANSFER PROTEIN 4)					**3.7**	2.07E-28	1	0.00358				
**AT5G48490**	DIR1 LIPID TRANSFER PROTEIN					1.2	4.21E-16	1.3	4.78E-18				
**AT3G08770**	LTP6; LIPID BINDING PREDICTED TO ENCODE A PR (PATHOGENESIS-RELATED) PROTEIN					**2**	3.96E-65	1.3	4.44E-27				
**AT5G40420**	OLEO2 (OLEOSIN 2)	1.4	1.45E-07	**4.6**	3.63E-70	**2.5**	9.95E-21	**2.8**	5.74E-25				
**AT4G25140**	OLEO1 (OLEOSIN 1)	**3.5**	4.38E-45	**7.1**	2.82E-192	**4.6**	2.85E-80	**5**	1.20E-91	**2.5**	1.01E-21	**6.1**	3.11E-141
**AT4G27140**	2S SEED STORAGE PROTEIN 1	**4.2**	5.35E-65	**8**	1.03E-238	**4.3**	1.28E-68	**6.3**	1.95E-148	**3**	4.86E-32	**7.2**	6.10E-193
**AT4G27150**	2S SEED STORAGE PROTEIN 2	**3.8**	2.16E-40	**7.3**	2.16E-147	**4.7**	1.09E-61	**5.4**	1.89E-81	**2.3**	8.24E-16	**6.4**	7.03E-115
**AT4G27160**	2S SEED STORAGE PROTEIN 3	**5**	1.84E-81	**8.5**	2.51E-239	**4.2**	4.18E-58	**6.3**	1.28E-129	**3.6**	4.03E-43	**7.3**	2.59E-176
**AT5G64080**	LPT (LIPID TRANSFER PROTEIN)					1.6	1.28E-30	1.2	3.85E-18				
**AT5G05960**	LPT (LIPID TRANSFER PROTEIN)					1.7	4.62E-51	1.2	6.31E-26				
**AT3G18280**	LPT (LIPID TRANSFER PROTEIN)					1.3	7.33E-28	1.1	3.46E-19				
**AT5G54740**	LPT (LIPID TRANSFER PROTEIN)	**5.1**	3.42E-97	**8.2**	3.86E-259	**5.8**	1.57E-127	**6.3**	5.98E-153	**3.9**	4.20E-57	**7.7**	9.99E-230
**AT5G55410**	LPT (LIPID TRANSFER PROTEIN)					**2.2**	4.37E-12	**2**	1.50E-09				
**AT4G27170**	2S SEED STORAGE PROTEIN 4	**2.7**	1.03E-19	**5.7**	5.84E-88	1.8	6.48E-09	**3.9**	2.71E-39	**1.8**	6.80E-09	**4.9**	9.93E-64
**AT3G27660**	OLEO4 (OLEOSIN 4)	**2.1**	1.35E-15	**5.2**	7.26E-100	**2.8**	6.81E-27	**2.6**	5.28E-23	1.1	8.65E-05	**4**	2.28E-58
**AT2G37870**	LPT (LIPID TRANSFER PROTEIN)					**2.9**	2.88E-27	1.5	4.73E-08				
**AT3G01570**	OLE05 (OLEOSIN 5)					1.5	8.26E-13	1.3	1.92E-08				

**Table 6:** Genes up-regulated in all three *AtIPCS* over-expression lines compared to Col0. At1-3+ over-expressing *AtIPCS1-3*; At1-3++ higher level expressers of *AtIPCS1-3*. Fold changes are the value of three technical triplicates of a transformed line. Transcripts listed had a p-value <0.001 (Wald test, cut off p-value < 0.05).

GeneID	Gene annotation	At1+		At1++		At2+		At2++		At3+		At3++	
		log_2_fold	p-value	log_2_fold	p-value	log_2_fold	p-value	log_2_fold	p-value	log_2_fold	p-value	log_2_fold	p-value
AT1G03880	CRUCIFERIN 2	2.4	1.77E-17	6.9	2.47E-149	2.8	1.65E-22	4.4	2.05E-59	1.9	1.19E-10	5.5	6.22E-96
AT1G14940	POLYKETIDE CYCLASE	1.3	0.00013457	3.9	3.80E-37	2.9	1.09E-19	1.2	0.000415868	1.2	0.000363067	3.9	5.89E-37
AT1G68250	UNCHARACTERIZED	3.3	1.29E-35	5.5	4.67E-100	3.3	8.42E-35	4.7	2.00E-72	1.6	1.42E-08	4.7	1.07E-72
AT1G75830	PDF1.1	2.7	3.86E-42	6.1	4.61E-234	4.3	6.31E-116	4.1	6.34E-102	1.6	6.48E-15	5.3	1.15E-174
AT4G27150	2S SEED STORAGE PROTEIN 2	3.8	2.16E-40	7.3	2.16E-147	4.7	1.09E-61	5.4	1.89E-81	2.3	8.24E-16	6.4	7.03E-115
AT2G27380	EPR1	2.9	3.08E-31	6.0	6.18E-135	5.1	6.03E-100	2.9	4.27E-33	1.5	4.85E-09	5.6	8.36E-120
AT3G27660	OLEO4 (OLEOSIN 4)	2.1	1.35E-15	5.2	7.26E-100	2.8	6.81E-27	2.6	5.28E-23	1.1	8.65E-05	4.0	2.28E-58
AT4G25140	OLEO1 (OLEOSIN 1)	3.5	4.38E-45	7.1	2.82E-192	4.6	2.85E-80	5.0	1.20E-91	2.5	1.01E-21	6.1	3.11E-141
AT4G28520	CRU3	5.8	9.91E-131	9.6	0	6.0	5.56E-142	7.3	9.09E-207	4.2	6.51E-67	8.3	2.55E-271
AT5G44120	CRA1	5.6	2.15E-133	9.0	0	6.8	2.63E-201	6.1	5.74E-158	3.6	1.13E-55	7.9	9.89E-267
AT3G22640	PAP85	3.2	2.74E-52	5.5	5.80E-166	3.2	9.47E-51	2.6	1.55E-32	1.5	6.57E-11	4.1	4.59E-89
AT4G27160	2S SEED STORAGE PROTEIN 3	5.0	1.84E-81	8.5	2.51E-239	4.2	4.18E-58	6.3	1.28E-129	3.6	4.03E-43	7.3	2.59E-176
AT4G27140	2S SEED STORAGE PROTEIN 1	4.2	5.35E-65	8.0	1.03E-238	4.3	1.28E-68	6.3	1.95E-148	3.0	4.86E-32	7.2	6.10E-193
AT4G27170	2S SEED STORAGE PROTEIN 4	2.7	1.03E-19	5.7	5.84E-88	1.8	6.48E-09	3.9	2.71E-39	1.8	6.80E-09	4.9	9.93E-64
AT5G54740	LPT (LIPID TRANSFER PROTEIN)	5.1	3.42E-97	8.2	3.86E-259	5.8	1.57E-127	6.3	5.98E-153	3.9	4.20E-57	7.7	9.99E-230

### Phenotype of *Arabidopsis* over-expressing *AtIPCS* isoforms

To examine the effects of these global alterations in gene expression on plant development, the phenotypes of *A*. *thaliana* over-expressing each of the *AtIPCS* isoforms (both levels) were analysed. All lines showed early flowering (4 days earlier than wild type Col-0) associated with the formation of bolts (Fig 6). This correlated with a slight (<2-fold log_2_) up-regulation of the florigen FT (see data deposited in GEO, Accession GSE129016), a well characterized systematic signal for plant transition from the vegetative to the reproductive (flowering) phase [41]. However, the mechanism underlying this phenotype remains unclear, and perhaps reflects the metabolic changes indicated in the analyses above.

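FT (AT1G65480) had few reads, at most 17 in any library. Its normalized count was 2.73 ± 1.56 in Col-0 (SD, n = 3), 1.29 ± 2.23 in At1+, 3.73 ± 1.58 in At1++, 8.63 ± 4.57 in At2+, 14.6 ± 0.951 in At2++, 3.33 ± 0.936 in At3+ (n = 2) and 14.5 ± 3.91 in At3++. limma called it higher than Col-0 in At2++ (log2 fold change 2.17, adjusted p = 0.00135), At3++ (2.13, 0.00249) and At2+ (1.34, 0.0443). The call in At2+ was lost without Col-0 replicate 1, without At2+ replicate 1 and without At2+ replicate 3, with adjusted p of 0.220, 0.131 and 0.175. In At1++ and At3+ the log2 fold changes were 0.39 and 0.31 (limma adjusted p = 0.603 and 0.842). In At1+ it was -1.03 (0.162), and without At1+ replicate 3 it was -1.79 (limma adjusted p = 0.0101), with adjusted p from 0.0101 to 0.681 across the alternatives.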

**Fig 6:**
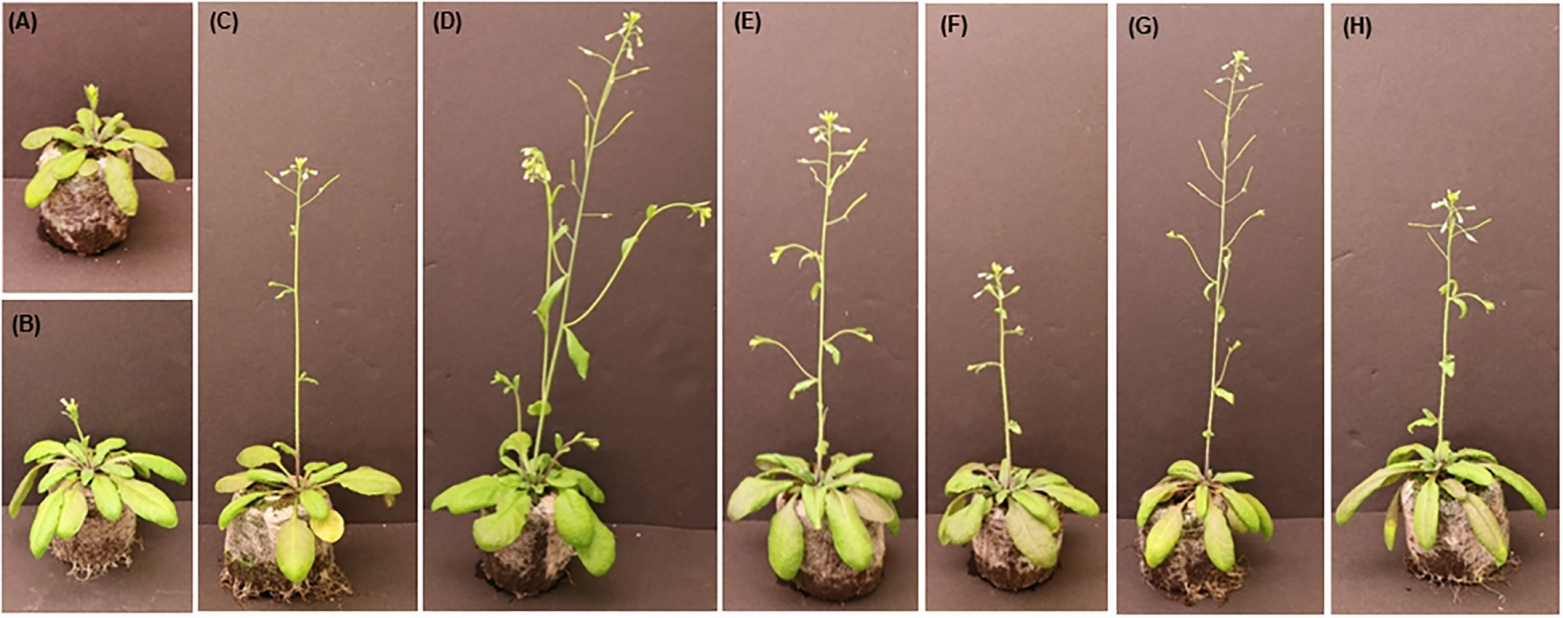
At 44 days wild type Col-0 had flowered (A and B). The *AtIPCS* over-expressing lines had also flowered at this time point, however all had bolted: (C) At1+; (D) At1++; (E) At2+; (F) At2++; (G) At3+; (H) At3++.

Reflecting the broad negative regulatory effect *AtIPCS* over-expression has on biotic and abiotic stress responses in *Arabidposis* (transcriptomic data—Table 2 and Fig 4), the phenotypes of *Arabidopsis* At1++, At2++ and At3++ were observed under osmotic (abiotic) and pathogen (biotic) stress. Firstly, the over-expressing lines were analysed for tolerance to osmotic stress using the non-ionic osmolyte, mannitol (S4 Fig). In agreement with the down-regulation of genes involved in the abiotic stress response (Table 2; Fig 4), At1++, At2++ and At3++ over-expressing lines were all more susceptible to osmotic stress at high concentrations of mannitol (500mM).

Subsequently, the phenotype of the pathogen response was assessed. Previously, a specific role for *At*IPSC2 in plant resistance to biotrophic pathogens (powdery mildew, *G*. *cichoracearum*) was proposed. A homozygote *At*IPSC2 T-insert mutant showed a reduction in fungal mass compared with a *G*. *cichoracearum* infected control, whereas resistance to the hemibiotrophic pathogen *Pseudomonas syringae* was unaffected [13]. The *At*IPSC2 T-insert mutant resistance to *G*. *cichoracearum* was associated with increased *PR1* [13], whereas as we demonstrated that *AtIPCS* over-expression reduced *PR1 (*and *PR2*) expression. This places *AtIPCS* at the centre of the biotic stress response. Therefore, to examine the potential role of *At*IPCS in the necrotophic pathogen response, *Arabidopsis* At1++, At2++ and At3++ were challenged with *Erwinia amylovora*. Interestingly, based on the spread of the pathogen across the surface of the leaves, At2++ and At3++, but not At1++, were less susceptible than the Col0 controls (S5 Fig). At first glance these results appear counter intuitive, the over-expression lines showing down-regulation of the biotic response transcriptome but phenotypically showing a rise in pathogen resistance. Therefore, these data were considered in light of the expression data available in Genevestigator for *At*IPCS1-3 (Fig 7). Response to various stimuli is observed for *AtIPCS2* with a fold increase of up to 600 compared to the highest 100 fold increase observed for *AtIPCS1* during developmental leaf senescence [42]. The highest increase in *AtIPCS2* transcript levels was found to be in response to plants treated with ozone to activate apoplastic reactive oxygen species (ROS) signalling, correlating with the increase in transcript associated with antioxidant flavonoid metabolism seen in At2++ (S3 Fig). *AtIPCS1* also showed an increase in the transcript, although 40-fold lower than *AtIPCS2* [43]. Notably, *AtIPCS1* and *2* transcript increases were also observed in ozone tolerant plants [44]. Other elicitors of *AtIPCS2* transcript increase include the fungi *Botryris cinereal* [45] and *Blumeria graminis* [46], the bacterium *P*. *syringae* [47], and bacterial flagellin protein [48]. Therefore, increased expression of *AtIPCS2* (and perhaps *AtIPCS*1 and 3) is part of the response to necrotropic, biotrophic and hemibiotropic pathogens. All this in a background of the suppression of the biotic stress response at the transcriptomic level.

**Fig 7:**
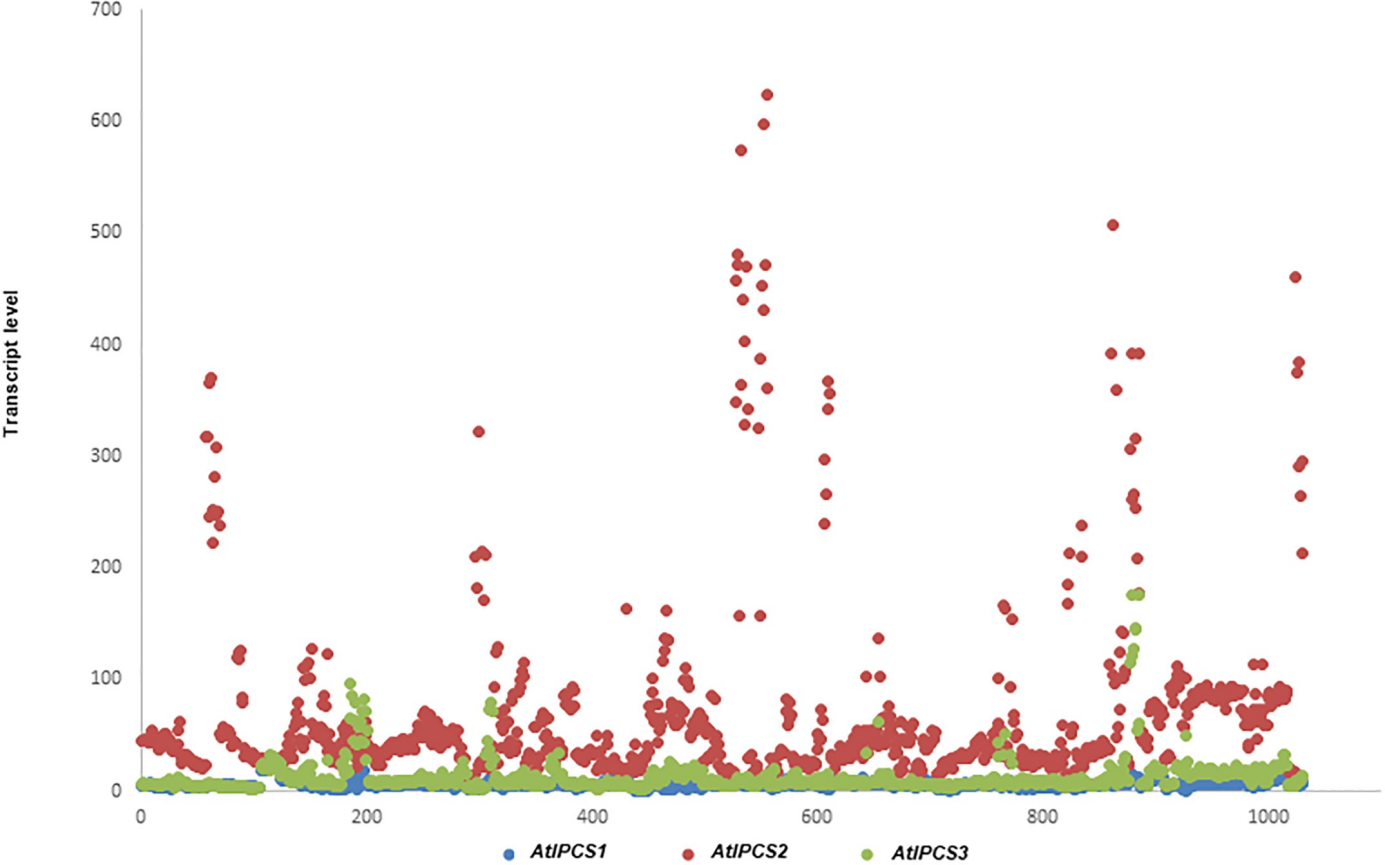
Predicted *AtIPCS1-3* expression in response to pathogens, pathogen effectors and chemical stimuli. x-axis: experiment number; y-axis: transcript level. Produced from RNA-Seq data using Genevestigator.

## Discussion

Each of the 3 *IPCS* isoforms are differentially expressed in the tissues of *A*. *thaliana* [4], and in *Oryza sativa* (rice) *IPCS* expression in response to specific abiotic stimulus is tissue specific [15]. To further probe the downstream effects of IPCS, in this study we analysed the transcriptomic response to the over-expression of *AtIPCS1*, *2* and *3*.

Multiple genes responded both positively and negatively, and specifically, in response to elevated *AtIPCS1*, *2* and *3*. Analyses of genes up-regulated in response to *AtIPCS* over-expression showed most enrichment under GO term GO:0010876 (*lipid localization*), with levels showing strong correlation with increased expression of *AtIPCS1* and *3*, indicating a regulatory (rheostat) function (Table 5). Specifically, 2S SEED STORAGE PROTEIN 1, 2, 3 and 4 genes, LIPID TRANSFER PROTEIN gene (*LPT*; AT5G54740) and OLEOSIN 1, 2 and 4 genes (*OLEO1*, *2* and *4*) are up-regulated in response in *AtIPCS1*, and further up-regulated with increased expression. In addition, all apart from *OLEO2* responded similarly to *AtIPCS3* (Table 5), and all were up-regulated in response to *AtIPCS2* over-expression. Several other *LPT* genes also positively responded to *AtIPCS2* over-expression. *OLE* genes encode oleosins that prevent the abnormal fusion of oil bodies in seeds during imbibition and thereby protect the seeds from undergoing mechanical stress that would result in mortality [49]. Also upregulated were the 2S SEED STORAGE PROTEIN genes which act as nitrogen and sulphur reserves for seeds during germination [50]. Both were particularly influenced by the expression levels of *AtIPCS1* and 3 (Table 5) suggesting these isoforms have a role in seed development. A small number of genes were enriched under GO term GO:000979 (*post-embryonic development*) and up-regulated in response to *AtIPCS1* and *3* (S4 and S6 Tables). An shown in S7 Table, the effects seen with *AtIPCS1* and 3 were again magnified on increased expression. Notably, in addition to those genes already discussed, up-regulated CRUCIFERIN 2 and 3 genes (*CRU2* and *3*) are seed storage proteins expressed during the later stages of embryogenesis [39] with CRU3 having a role in protein and oil storage [40]. From these data, it appears that *AtIPCS* is involved in regulating protein and lipid storage in seeds. This potential role is further supported by the observation that 1-CYSTEIN PEROXIREDOXIN 1 (*AtPER1*) and EXTENSIN PROLINE-RICH 1 (*AtEPR1*) are also up-regulated in response to *AtIPCS*. Both are expressed in the embryo and in developing seeds, providing protection from ROS during seed desiccation [51, 52]. 

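PER1 (AT1G48130) had a normalized count of 23.5 ± 8.56 in Col-0 (SD, n = 3), with 73.4 in At1+, 511 in At1++, 140.1 in At2+, 114 in At2++ and 376 in At3++, each called higher (limma adjusted p of at most 1.19e-05). In At3+ it had 32.6, a log2 fold change of 0.39 (limma adjusted p = 0.444). EPR1 (AT2G27380) had 12.5 ± 3.29 in Col-0, and its log2 fold changes were 3.60 in At1+, 7.02 in At1++, 6.12 in At2+, 3.69 in At2++, 2.11 in At3+ and 6.63 in At3++, with limma adjusted p of at most 4.14e-07.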

EMBRYOGENIC CELL PROTEIN 31 gene (*AtECP31*) and CALEOSIN PROTEIN gene 1 (*AtCOL1*), both expressed in the later stages of seed development, are important for seed viability and desiccation tolerance [53, 54]. Therefore, *At*IPCS may be important in the protection, viability and therefore the germination of seeds. 

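ECP31 (AT3G22500) and the caleosin gene CLO1 (AT4G26740) had at most 3 reads in each Col-0 library. ECP31 was at least 6.51-fold higher in At1+, 55.9-fold in At1++, 8.73-fold in At2+, 12.9-fold in At2++ and 18.8-fold in At3++. In At3+ it had 3.33 ± 0.936 (SD, n = 2) and a limma adjusted p of 0.0285, which was 0.160 without Col-0 replicate 1. The adjusted p there was 0.28 under DESeq2, 0.30 with shrunken fold changes, 0.27 under edgeR and 0.24 with only the libraries compared. CLO1 was at least 6.13-fold, 78.4-fold, 15.1-fold, 11.7-fold, 3.00-fold and 37.6-fold higher from At1+ to At3++ (limma adjusted p of at most 3.42e-05).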

The mechanisms behind this are not known, however the function of these enzymes in regulating ceramide and phytoceramide levels point towards multiple roles in the signal transduction networks underlying development [5].

The next most enriched genes up-regulated in response to *AtIPCS* over-expression were under GO term GO:0015979 (*photosynthesis*). The importance of this in relation to IPCS functionality is unclear. However, the most compelling change in transcript levels was seen under the influence of *AtIPCS2* over-expression; whilst *AtIPCS3* appeared to function as a rheostat (Table 4) with increased expression inducing the up-regulation of all 6 genes influenced (≥2 log_2_). Notably this isoform is least expressed in rosette and cauline leaves of *A*. *thaliana* [4] perhaps indicating a role of up-regulation in photosynthetic regulation. However, the mechanism behind this possible function is unclear.

To further visualise the possible effects of *At*IPCS over-expression, and given the scale and scope of its influence on the transcriptome, the *AtIPCS2* higher level over-expressor (At2++) data was analysed using MapMan (S3 Fig). The expression of many genes associated with metabolism were positively influenced, particularly those associated light reactions and antioxidative flavonoids. Further analyses showed up-regulated genes to be enriched under photorespiration, the Calvin cycle and light reactions (Fig 5), perhaps positively influencing energy production and the rate of growth. Interestingly, all *At*IPCS over-expressing lines showed bolts (Fig 6) perhaps indicating accelerated growth, however this requires further analysis.

Flavonoid metabolism was also up-regulated in At2++ *Arabidopsis* at the transcriptome level, and these antioxidant molecules are synthesized to protect plant tissues from ROS produced in response to abiotic and biotic stress [38]. Therefore, over-expression of *At*IPCS2 may also have a protective role in plant defense, a stress response. Interestingly, and perhaps correlating with this, on over-expression of each of the isoforms down-regulated genes were significantly enriched under GO term GO:0006950 (*response to stress*) (S1–S3 Tables). These included Pathogenesis-Related (*PR*) genes, *PR1* and 2 were particularly effected and transcript levels were reduced ≥2 log_2_ (Table 2), this effect was magnified on increased expression of *AtIPCS1* suggesting that this isoform may have a regulatory role in the stress response. (Table 2). Systematic Acquired Resistance (SAR) is characterised by the increased expression of the *PR* genes which are induced in response to elevated endogenous growth hormones such as salicylic acid (SA) and ethylene (ET), the levels of which increase in response to infection [55]. *A*. *thaliana* manipulated to express elevated levels of *PR1*, *2* and *5* are resistant to the oomycete obligate biotroph *Hyaloperonospora parasitica* and the bacterium biotroph *Pseudomonas syringae pv*. *Maculicola* [56]. Furthermore, *PR* genes are also induced by environmental stress such as cold and light [57]; *PR1*, *PR2* and *PR5* were induced in cold treated and drought stressed *A*. *thaliana* [58, 59].

Plant Defensin genes, *PDF1*.*2B* and an ET- AND JA-RESPONSIVE PLANT DEFENSIN, are similarly repressed in response to over-expression of *AtIPCS1*, *2* and *3*, and again the effect was magnified on increased expression of (rheostatic) *AtIPCS1* (Table 2). Like the *PR* genes, *PDF* genes are markers of SAR induced by endogenous growth hormones in response to biotic and abiotic stress [55]. Wound associated TYROSINE AMINO TRANSFERASE 3 (TAT3) was also induced in *A*. *thaliana* in response to an endogenous growth hormone (JA) [60], and was down-regulated in response to all isoforms but with a magnified effect on increased expression of *AtIPCS1* (Table 2). LATE UP-REGULATED IN RESPONSE TO *HYALOPERONOSPORA PARASITICA* (*LURP1)* was down-regulated in response to over-expression of all isoforms and, as the name suggests, has been shown to be needed for basal resistance to the oomycete *Hyaloperonospora parasitic* [61]. 

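LURP1 had a normalized count of 1090.4 ± 83.1 in Col-0 (SD, n = 3). Its log2 fold change was -2.70 in At1+, -3.49 in At1++, -4.26 in the libraries labelled At2+ and -3.35 in those labelled At2++ (limma adjusted p of at most 7.94e-14).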

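The phospholipase gene PLA2A (AT2G26560) had a normalized count of 835 ± 118 in Col-0 (SD, n = 3), 999 ± 70.1 in At1+, 126 ± 27.9 in At1++, 311 ± 53.2 in At2+, 131 ± 18.8 in At2++, 564 ± 42.0 in At3+ (n = 2) and 419.8 ± 53.7 in At3++. Its log2 fold changes were 0.27 in At1+, -2.73 in At1++, -1.43 in At2+, -2.67 in At2++, -0.56 in At3+ and -0.99 in At3++. It was called lower in At1++ (limma adjusted p = 5.67e-14), At2+ (1.09e-08) and At2++ (6.85e-14). The fall in At3++ had an adjusted p of 4.6e-06 and an absolute log2 fold change under 1. Tested directly, the AtIPCS2 lines differed from the AtIPCS1 lines by -0.81 (limma adjusted p = 2.13e-07) and from the AtIPCS3 lines by -1.27 (1.34e-09). These p-values rest on libraries within lines and leave out the spread between lines of an isoform.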

More specifically PHOSPHOLIPASE 2A (*PLA2A*) expression is negatively regulated only by over-expression of *AtIPCS2*. An orthologue of this enzyme is induced in mosaic virus infected tobacco leaves independently of the growth hormone JA [62] (Table 2).

Similarly, in relation to abiotic stress response, MYB112, which is induced in salt stressed plants [63], responded specifically and negatively to *AtIPC2* over-expression. 

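MYB112 (AT1G48000) had a normalized count of 29.2 ± 3.65 in Col-0 (SD, n = 3), and log2 fold changes of -0.95 in At1+, -1.37 in At1++, -2.85 in At2+, -1.42 in At2++, -1.44 in At3+ and -2.21 in At3++. limma's adjusted p was 0.00316 in At1++, 4.09e-07 in At2+, 0.00156 in At2++, 0.0207 in At3+ and 2.17e-05 in At3++. In At1+ the adjusted p was 0.0469 and the absolute log2 fold change under 1. The call in At3+ was lost without Col-0 replicate 1 (adjusted p = 0.0725) and without Col-0 replicate 3 (0.0618). The AtIPCS2 lines differed from the AtIPCS1 lines by -0.98 (limma adjusted p = 0.00203) and from the AtIPCS3 lines by -0.32 (0.378). Here too the p-values leave out the spread between lines of an isoform.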

CIRCADIAN CLOCK ASSOCIATED 1 (*CCA1*) and GIGANTEA (*GI*), which are part of the photoperiodic control of flowering [64, 65], are specifically negatively regulated by over-expression of *AtIPCS2* and *3*, and *AtIPCS2* respectively (Table 2). 

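CCA1 (AT2G46830) had a normalized count of 49.5 ± 9.08 in Col-0 (SD, n = 3), and log2 fold changes of -0.88 in At1+, -2.40 in At1++, -2.44 in At2+, -1.25 in At2++, -1.04 in At3+ and -2.55 in At3++. It was called lower in At1++, At2+, At2++ and At3++ (limma adjusted p of at most 0.00414), and in At1+ and At3+ the adjusted p was 0.0656 and 0.102. Across the alternatives it ran from 0.00436 to 0.179 in At1+ and from 0.00261 to 0.252 in At3+, and under DESeq2, DESeq2 with shrunken fold changes, edgeR and with only the libraries compared it was under 0.05 in both lines. GI (AT1G22770) had 1177 ± 98.7 in Col-0, and its log2 fold change was -0.86 in At1+, -2.11 in At1++, -2.51 in At2+ and -2.40 in At2++. It was below Col-0 in all 6 lines with limma adjusted p of at most 9.8e-06, and its fall in At1+ was under the minimum on the fold change. Of 17 circadian clock genes in a list, 1 was called lower in At1+, 10 in At1++, 10 in At2+, 9 in At2++, 3 in At3+ and 8 in At3++. The medians of this list were -0.50, -1.45, -1.54, -1.17, -0.74 and -0.96 in the same order, with camera adjusted p of at most 0.00456.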

Notably, in support of these effects, the *AtIPCS* over-expressing lines displayed an early flowering phenotype.

These data indicating the role of *AtIPCS* over-expression in the suppression of biotic and, to a lesser extent, abiotic stress responses, are supported by the MapMan analyses (Fig 4). At a phenotypic level, the transcriptomic findings correlate with a decreased tolerance for osmotic (abiotic) stress, albeit only at high concentrations of the non-ionic osmolyte, mannitol (S5 Fig). However, the relative resistance of the *At*IPCS2 and 3 over-expressor lines (At2++ and At3++) to challenge with the necrotroph *Erwinia amylovora* (S4 Fig) is difficult to reconcile with the transcriptomic data showing down-regulation of the pathogen response. However, Genevestigator analyses (Fig 7) indicated that increased expression of *AtIPCS2* (and perhaps *AtIPCS*1 and 3) is part of the response to necrotropic, biotrophic and hemibiotropic pathogens. The mode of this in biotic stress response is unclear, however Genevestigator showed that the *AtIPCS2* transcript level positively correlated with ROS signalling, as could the indicated increase in antioxidant flavonoid metabolism noted in this work (S3 Fig). Clearly this warrants further investigation, however it notable that the response to *E*. *amylovora*, and other pathogens, in *Arabidopsis* includes ROS [66].

Together these data suggest some specificity in the influence of each *AtIPCS* isoform and that *AtIPCS1* expression may act as a rheostat of SAR and the response to biotic and abiotic stress. Furthermore, the observation that *AtIPCS* expression negatively influences both growth hormone dependent (e.g. *PR*) and independent responses (*PL2A*) indicated its role in a wide variety of defence networks perhaps reflecting the role of phytoceramide as an indiscriminate pro-apoptotic signal [13].

## Conclusion

Transcriptomic analyses of *A*. *thaliana* indicated that *AtIPCS1-3* over-expression positively correlated with the expression of genes encoding storage proteins essential for normal seed development (S7 Table). As such, the enzyme may be crucial for seed survival, maturation and germination. Furthermore, these data also indicated that *AtI*PCS acts as a negative regulator of the plant defense response to pathogens and abiotic stress (Tables 2–4), a process associated with PCD. Importantly, these findings were also corroborated by data available from Genevestigator (Fig 7) and phenotypic observations (S4 and S5 Figs).

The negative association of biotic and abiotic stress responses to *AtI*PCS expression indicates the potential to engineer tolerance in crop plants.

## Supporting information

S1 Table GO enrichment of genes down-regulated in response to the constitutive over-expression of *AtIPCS*. (TIF) Click here for additional data file.

S2 Table GO enrichment of genes down-regulated in response to the constitutive over-expression of *AtIPCS2*. (TIF) Click here for additional data file.

S3 Table GO enrichment of genes down-regulated in response to the constitutive over-expression of *AtIPCS3*. (TIF) Click here for additional data file.

S4 Table GO enrichment of genes up-regulated in response to the constitutive over-expression of *AtIPCS1*. (TIF) Click here for additional data file.

S5 Table GO enrichment of genes up-regulated in response to the constitutive over-expression of *AtIPCS2*. (TIF) Click here for additional data file.

S6 Table GO enrichment of genes up-regulated in response to the constitutive over-expression of *AtIPCS3*. (TIF) Click here for additional data file.

S7 Table Genes showing a positive correlation with *AtIPCS* expression under GO term GO: 0009791 (*post-embryonic development*). At1-3+ over-expressing *AtIPCS1-3*; At1-3++ higher level expressers of *AtIPCS1-3*. Log_2_ change ≥1 shown, ≥2 in bold.
(TIF) Click here for additional data file.

S1 Fig Relative quantitation of mRNA levels of (A) *At*IPCS1 (B) *At*IPCS2 (C) *At*IPCS3 in over-expressor transgenic lines compared to Col0 standardised to equate to a value of 1; qPCR was performed to measure mRNA levels in 10-day old seedlings. Relative quantitation was done after normalization using PEX4 levels; relative quantitation value is the mean of three biological replicates with standard error.
(TIF) Click here for additional data file.

S2 Fig Metabolisim overview generated in MapMan for genes down-regulated in At2++ transgenic line. Log_2_ fold changes in gene expression are indicated by the colour scale, with the distribution of genes in different pathways and expression levels shown. Abbreviations: carbohydrates (CHO), tricarboxylic acid (TCA) cycle, oxidative pentose phosphate (OPP) pathway, sulphur containing glucosinates synthesis (S-misc), nitrogen containing glucosinate synthesis (N-misc).
(TIF) Click here for additional data file.

S3 Fig Metabolisim overview generated in MapMan for genes up-regulated in At2++ transgenic line. Log_2_ fold changes in gene expression are indicated by the colour scale, with the distribution of genes in different pathways and expression levels shown. Abbreviations: carbohydrates (CHO), tricarboxylic acid (TCA) cycle, oxidative pentose phosphat pathway, sulphur containing glucosinates synthesis (S-misc), nitrogen containing glucosinate synthesis (N-misc).
(TIF) Click here for additional data file.

S4 Fig 8 day *Arabidopsis thaliana* seedlings treated with the non-ionic osmolyte mannitol for a further 6 days. Col0 and overexpressing lines At1++, At2++ and At3++. Mannitol concentrations in mM. At the highest concentration (500mM) chlorosis in the over-expressing lines, but not Col0, was apparent.
(TIF) Click here for additional data file.

S5 Fig *Arabidopsis thaliana* leaves challenged with *Erwinia amylovora* 3 dpi. (A) Col0 (B) At1++ (C) At2++ (D) At3++ (E) Plot of ratio of area infected by *Erwinia amylovora* to uninfected area for Col0 and over-expression lines. *At*IPCS2 and 3 over-expressors are less susceptible to the pathogen compared to Col0 and *At*IPCS1 over-expressor, based on the spread of the pathogen across the surface of the leaf. The pathogen has spread to occupy a large area of Col0 and *At*IPCS1 over-expressor leaves, compared to a less aggressive spread seen on the leaves of *At*IPCS2 and 3 over-expressors. In addition, a distinctive yellow colour is observed at the outer boundaries of the area occupied by the pathogen, indicating a measured response that favours plant survival. These observations may be linked to the role of *At*IPCS as a negative regulator of the plant response to biotic stress.
(TIF) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

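RNA was taken from 10-day-old seedlings of wild-type Col-0 and of 6 lines over-expressing AtIPCS1, AtIPCS2 or AtIPCS3, with 2 lines per isoform and 3 replicates per line. The authors trimmed reads with Trimmomatic, aligned them with STAR to the Araport release of the genome, counted them with HTSeq-count and normalized the counts with DESeq2. The deposited table of the authors holds normalized counts, a signal in units of reads divided by the size factor of the library, for 25263 genes in 21 libraries, and 14 genes are 0 in all of them. Whole reads were recovered for 100% of the values from the smallest step between values in each library. The planned test was for counts, and since the unit was a normalized signal, limma was used, with edgeR on the recovered reads added after the values were seen. edgeR called 972 genes lower and 1188 higher in At2++.

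The libraries held 12733113 to 17210244 reads on genes, with a median of 15223423, and in a library a gene with 3 reads or fewer was treated as at the floor. Replicates 1 and 2 labelled At3+ held identical values, closer than the sampling noise, and were counted as 1 sample, so 20 libraries were used. Values were fitted as log2(value + 1) in limma 3.58.1 under R 4.3.3 with a variance trend, over 22222 genes with a mean of at least 1, with 7 groups and no other covariate. Genes with an adjusted p under 0.05 and an absolute log2 fold change of at least 1 were called. Intersections of calls were taken over both lines of an isoform and over all 6 lines, and differences between isoforms and between levels were tested as contrasts. Lists of genes were tested with camera, with a preset correlation of 0.01, and with fry, over 12 lists and 72 tests. Expressed genes and organelle shares were compared by exact permutation, for which 0.1 is the smallest p with 3 libraries against 3.

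Named genes are those that the paper names at a sentence with added data, the members of the lists, and the 3 genes with the largest median fall and the 3 with the largest rise among genes called in all 6 lines that the paper does not list. The lists were salicylic acid, jasmonate and ethylene, circadian clock, flavonoid, sphingolipid, light reactions, Calvin cycle, photorespiration, chloroplast-encoded, mitochondrion-encoded, seed and seed genes that the study does not name. The alternatives were DESeq2 1.42.0 with and without shrunken fold changes, edgeR 4.0.16, no filter, a pseudocount of 0.1, scaling over nuclear genes, only the libraries compared, a replicate block, other thresholds, and each library left out, except those of At3+. Tested on simulated data with 200 changed genes, limma called 200 of them and 4 unchanged genes among 22236 tested, edgeR 200 and 4 among 20126, and DESeq2 200 among 25086. With shrunken fold changes DESeq2 called 161, or 80.5%. GO and MapMan annotation, FPKM values and supplementary figures were not used here.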

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

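The tests of a seed RNA profile, of the seed genes that the study does not name and of the size of the scaling change were chosen only after the result was seen, and the others before.

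The change from + to ++ differed between isoforms in a direct test, for 1499 genes between AtIPCS1 and AtIPCS2 and 1760 between AtIPCS1 and AtIPCS3. For the difference between AtIPCS1 and AtIPCS2, 9 of 100 splits that regrouped the 12 libraries of these lines gave as many genes, the real one included. These splits mix libraries of lines that differ from each other, so the share leaves a grouping at random open without showing it. Simulated unchanged groups gave at most 2 genes for this difference and 3 for that against AtIPCS3 over 20 draws, which argues against noise between unchanged groups. The level and the isoform are single lines here, and differences between independent transformants were not tested. The transcript order of the libraries labelled At2 and At3 runs against their labels. Taking + to ++ in that order reverses the change of these isoforms but not that of AtIPCS1. The size and sign of this difference, and the genes called, thus depend on the labels, and the transcript order was not tested.

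Seed genes that the study does not name were above Col-0. The median log2 fold change of 9 such genes was 1.11 in At1+, 3.84 in At1++, 1.64 in At2+, 2.20 in At2++ and 2.99 in At3++. The list stood higher in 5 of the 6 lines (camera adjusted p under 0.05), which argues against a rise of only the genes the study picked. Organelle reads made up at most 1.12% of a library, so that they could shift its scaling only slightly, far under these fold changes. That argues against a shift of the scaling by organelle reads. A factor computed by edgeR over nuclear genes differed from the deposited one by at most 0.554%, which also includes the change of method. A candidate explanation is RNA of one seed profile mixed in at differing shares. The proportions among seed genes spread 2.39 times as much between 4 lines as between replicates (permutation p = 7e-05), which argues against one profile in all 4. Over 3 lines it was 2.35 without At1++, 3.67 without At2+ and 2.53 without At3++. Without At2++ it was 1.13 (permutation p = 0.003). Line means spread by 0.202 on the log2 scale there, and single replicates by 0.179. Means of 3 libraries from one profile would spread less than single libraries. This argues against one profile in these 3 lines too, though the differences between them were small. An effect of the over-expressed genes on seed transcripts stays open and was not tested otherwise.

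Genes encoded in the mitochondrion were above Col-0 too, which the paper does not discuss. The median log2 fold change was 0.64 in At1+, 0.92 in At1++, 2.02 in At2+, 0.77 in At2++ and 0.89 in At3++, over the 37 of 71 listed genes that passed the filter on low values, of which 12 had at most 3 reads in each Col-0 library. With no filter, the medians over all 71 were 0.33 in At1+, 0.42 in At1++, 0.98 in At2+, 0.33 in At2++ and 0.38 in At3++. With the 12 at their bounds, the medians over the 37 were 0.37 in At1+, 0.72 in At1++, 1.84 in At2+, 0.71 in At2++ and 0.79 in At3++. In At3+ the list was not past camera's threshold (adjusted p = 0.410). Chloroplast and mitochondrial shares correlated within groups at 0.661 over 20 libraries (p = 0.0205), with a rank correlation of 0.487 (p = 0.0929), or 0.478 without At2+ replicate 1 and Col-0 replicate 2 (p = 0.16). A varying capture of organelle RNA could raise both, and it cannot be told apart from a change of organelle expression, since the correlation rests in part on those 2 libraries. The small share of organelle reads, at most 1.12% of a library, argues against a scaling shift here too.

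Among genes called in all 6 lines that the paper does not list, the 3 with the largest falls and rises were taken by a rule set beforehand. The median log2 fold changes over the lines were -5.82 for PDF1.3, -5.17 for PCR1 and -5.12 for PDF1.2c, and 6.58 for NSP2, 6.37 for ATCG00820 and 6.22 for ATCG01130. With groups at or under 3 reads at their bounds, PDF1.2c had -4.84 and NSP2 6.08. The At3+ calls of ATCG00820 and ATCG01130 were lost under edgeR (adjusted p = 0.287 and 0.134). That of ATCG01130 was also lost with shrunken DESeq2 fold changes (0.11) and without Col-0 replicate 3 (0.053). PDF1.3 was lost in At1+ and At3+ with a pseudocount of 0.1 (0.149 and 0.24). PDF1.2c is a near-identical copy of PDF1.2A and reads could be split between them, which was not tested. Of the 124 genes called in all 6 lines, 114 had a gene length and a GC content, and the 10 others, all encoded in the chloroplast, were not tested. A trend with gene length left 99.1% of the 114 past the threshold once removed, and one with GC content 93.0%, which argues against either as the whole cause for those genes. Simulated unchanged groups with shared Col-0 libraries gave at most 0 genes in all 6 lines in either direction, and 1 of 100 splits gave as many in each direction, the real one included. With At1++ as the reference, 89 genes stood higher and 53 lower in all 6 other groups, against 58 and 66 for Col-0, so At1++ may stand apart from the others as much as Col-0 does. The sums of both directions were smaller for the other groups, with 85 for At1+, 71 for At2+, 40 for At2++, 21 for At3+ and 2 for At3++, against 124 for Col-0.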

How the results depend on the processing

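The alternatives were set before the data were examined, except edgeR's quasi-likelihood test on the recovered reads, which was chosen after the values were seen. With no filter on low values, a pseudocount of 0.1 or scaling over nuclear genes only, every count of genes stayed within 1.5 times its value above, and every test of a list or an AtIPCS transcript kept its side of the threshold. The edgeR scaling over nuclear genes differed from the deposited scaling factor of a library by at most 0.554%, so that it says little about these results. DESeq2's Wald test with its own size factors kept all of the counts and AtIPCS tests in the same way.

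An absolute log2 fold change of at least 2 calls fewer genes by its construction. Genes lower than Col-0 numbered 63 in At1+, 359 in At1++, 151 in At2+, 347 in At2++, 61 in At3+ and 90 in At3++. Shared genes lower than Col-0 numbered 25 in both AtIPCS1 lines, 106 in both AtIPCS2 lines, 35 in both AtIPCS3 lines and 16 in all 6 lines. Between levels, 379 were lower in At1++ than in At1+, 141 were lower in At2++ than in At2+ and 30 were lower in At3++ than in At3+. Genes higher than Col-0 numbered 103 in At1+, 316 in At1++, 325 in At2+, 305 in At2++, 45 in At3+ and 236 in At3++. Shared genes higher than Col-0 numbered 83 in both AtIPCS1 lines, 201 in both AtIPCS2 lines, 34 in both AtIPCS3 lines and 27 in all 6 lines. Between levels, 264 were higher in At1++ than in At1+, 39 were higher in At2++ than in At2+ and 217 were higher in At3++ than in At3+. The change from + to ++ in AtIPCS1 differed in 457 against AtIPCS2 and 461 against AtIPCS3. In the AtIPCS2 lines, the genes numbered 27 lower than in the AtIPCS1 lines and 63 lower than in the AtIPCS3 lines.

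With no minimum on the fold change, more genes are called by construction. Genes lower than Col-0 numbered 2925 in At1+, 4215 in At1++, 4786 in At2+, 5828 in At2++, 970 in At3+ and 4025 in At3++. Shared genes lower than Col-0 numbered 915 in both AtIPCS1 lines, 3646 in both AtIPCS2 lines, 621 in both AtIPCS3 lines and 271 in all 6 lines. Between levels, 5370 were lower in At1++ than in At1+, 2336 were lower in At2++ than in At2+ and 1999 were lower in At3++ than in At3+. Genes higher than Col-0 numbered 3205 in At1+, 4394 in At1++, 5025 in At2+, 5742 in At2++, 1098 in At3+ and 4533 in At3++. Shared genes higher than Col-0 numbered 895 in both AtIPCS1 lines, 4035 in both AtIPCS2 lines, 877 in both AtIPCS3 lines and 253 in all 6 lines. Between levels, 5493 were higher in At1++ than in At1+, 2206 were higher in At2++ than in At2+ and 2878 were higher in At3++ than in At3+. The change from + to ++ in AtIPCS1 differed in 6214 against AtIPCS2 and 6197 against AtIPCS3. In the AtIPCS2 lines, the genes numbered 5733 lower than in the AtIPCS1 lines and 3826 lower than in the AtIPCS3 lines.

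An adjusted p under 0.001 is stricter by construction. Genes lower than Col-0 numbered 237 in At1+, 389 in At2+, 124 in At3+ and 264 in At3++. Shared genes lower than Col-0 numbered 105 in both AtIPCS1 lines, 68 in both AtIPCS3 lines and 35 in all 6 lines. Between levels, 316 were lower in At2++ than in At2+ and 88 were lower in At3++ than in At3+. Genes higher than Col-0 numbered 595 in At1++ and 60 in At3+. Shared genes higher than Col-0 numbered 46 in both AtIPCS3 lines and 31 in all 6 lines. Between levels, 826 were higher in At1++ than in At1+, 102 were higher in At2++ than in At2+ and 428 were higher in At3++ than in At3+. The change from + to ++ in AtIPCS1 differed in 785 against AtIPCS2 and 1067 against AtIPCS3. In the AtIPCS2 lines, the genes numbered 213 lower than in the AtIPCS1 lines and 235 lower than in the AtIPCS3 lines.

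DESeq2's shrunken fold changes pull noisy values towards 0, which leaves fewer genes past the minimum. Genes lower than Col-0 numbered 231 in At1+, 372 in At2+, 706 in At2++ and 287 in At3++. Between levels, 350 were lower in At2++ than in At2+ and 109 were lower in At3++ than in At3+. Genes higher than Col-0 numbered 245 in At1+, 541 in At1++, 669 in At2+, 75 in At3+ and 551 in At3++. Shared genes higher than Col-0 numbered 100 in both AtIPCS1 lines, 462 in both AtIPCS2 lines, 45 in both AtIPCS3 lines and 29 in all 6 lines. Between levels, 660 were higher in At1++ than in At1+, 120 were higher in At2++ than in At2+ and 408 were higher in At3++ than in At3+. In the AtIPCS2 lines, the genes numbered 143 lower than in the AtIPCS1 lines and 159 lower than in the AtIPCS3 lines.

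edgeR's test called 37 genes higher in all 6 lines, and the cause was not tested. It also called AtIPCS3 higher in At1++, with a log2 fold change of 1.25. With only the libraries of the groups compared, AtIPCS3 in At2+ was past the adjusted p threshold at -0.63, and the cause was not tested. Under fry in place of camera, the chloroplast list in At3+ was no longer past the threshold (adjusted p = 0.418). Past it under fry only were the jasmonate and ethylene list in At2++ (8.08e-06) and At3++ (0.0104), photorespiration in At1+ (0.0214) and the sphingolipid list in At3++ (7.29e-04). The cause of these changes was not tested.

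The number of genes with a read depended on depth and on the minimum. At a minimum of 1 CPM, the difference from Col-0 was -64 in At1++, -199.7 in At2++, -98.3 in At3+ and -14 in At3++. At 10 counts it was -272 in At2+ and 48.8 in At3+. Thinned to the smallest library, it was -46 in At1++, -69.7 in At2+, -197 in At2++, -126 in At3+ and -84 in At3++. The sign for At1++ and At3+ thus reversed between these settings, and the cause was not tested beyond the depth.

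Leaving out 1 library changed few of these results. Without At1++ replicate 1 or 3, AtIPCS transcripts in At1++ moved: AtIPCS2 against Col-0 ranged from -0.188 to 0.0385 and AtIPCS3 from -0.31 to 1.09 across 6 fits. AtIPCS3 from At1+ to At1++ ranged from -0.50 to 0.90 and reversed without At1++ replicate 1. The adjusted p of the unnamed seed genes in At3+ ranged from 0.00606 to 0.110, lowest without Col-0 replicate 1. That of the light reactions in At1+ ranged from 0.0197 to 0.459, and without Col-0 replicate 3, At1+ replicate 1 or At1+ replicate 3 it was past the threshold. That of the jasmonate and ethylene list in At2++ ranged from 0.0393 to 0.112, lowest without At2++ replicate 2. The difference from Col-0 in genes with a read ranged from -292 to -178 in At1+, from 1 to 119.5 in At1++ and from -31 to 22.5 in At3+, where it changed sign without Col-0 replicate 3. At3+ has 2 distinct libraries, so no At3+ library was left out.

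Of 4314 values of single genes under the other settings, 4185 kept their side of the threshold, 66 were weaker and 63 stronger. Of 2877 values with a library left out, 2790 kept their side, 76 were weaker, 10 stronger and 1 reversed, the AtIPCS3 value above.

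A replicate block, with the replicate number as a covariate, moved no count or list test, and 1 single gene was weaker, MYB112 in At1+ at -0.95 (adjusted p = 0.0520). The residuals of libraries with the same replicate number correlated between -0.257 and 0.261 over 45 pairs, with a median of -0.00518 and 2 pairs over 0.1, so the numbers do not pair the libraries. Among 90 pairs with other numbers, 23 were over 0.1, up to 0.289, with a median of 0.00896. A batch shared between groups in another order was not tested and stays open.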

Differences from the paper's values

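The comparison with the libraries of the other At2 label was chosen only after the result was seen; the other alternatives named were set before the data were examined.

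For genes lower than Col-0 in both AtIPCS1 lines, the paper's count is 54 and limma gave 176, and no alternative closed the gap. For genes lower than Col-0 in both AtIPCS2 lines, the paper's count is 135 and limma gave 415, and with an absolute log2 fold change of at least 2 the count was 106. For genes lower than Col-0 in both AtIPCS3 lines, the paper's count is 59 and limma gave 149, and with an adjusted p under 0.001 the count was 68. For genes lower than Col-0 in all 6 lines, the paper's count is 26 and limma gave 66, and with an adjusted p under 0.001 the count was 35. For genes higher than Col-0 in both AtIPCS1 lines, the paper's count is 70 and limma gave 187, and with shrunken DESeq2 fold changes (100) or an absolute log2 fold change of at least 2 the count was 83. For genes higher than Col-0 in both AtIPCS2 lines, the paper's count is 275 and limma gave 748, and with an absolute log2 fold change of at least 2 the count was 201. For genes higher than Col-0 in both AtIPCS3 lines, the paper's count is 19 and limma gave 95, and no alternative closed the gap. For genes higher than Col-0 in all 6 lines, the paper's count is 15 and limma gave 58, and no alternative closed the gap. For genes higher than Col-0 in both AtIPCS2 lines as given for photosynthesis, the paper's count is 226 and limma gave 748, and with an absolute log2 fold change of at least 2 the count was 201. For genes higher than Col-0 in both AtIPCS3 lines as given for photosynthesis, the paper's count is 29 and limma gave 95, and with an absolute log2 fold change of at least 2 the count was 34.

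Over all printed fold changes, limma had the same sign for 198 of 199 in Table 2 and for all in Tables 3 to 6. Within the replicate SD lay 144 of 199, 98 of 156, 33 of 131, 6 of 64 and 2 of 90, in the order of tables. With DESeq2's shrunken fold changes, 171, 139, 82, 35 and 64 did. PR1 (Table 2 and Table 3) had a log2 fold change of -8.05 against the paper's -7.3 in At2+. For PR1 the gap closed with shrunken DESeq2 fold changes, at -7.00. BDA1 (Table 3) had a log2 fold change of -5.28 against the paper's -4.2 in At1++ and -4.87 against the paper's -4 in At2+. For BDA1 the gap closed with shrunken DESeq2 fold changes, at -3.94 and -3.69, and also on leaving out At1++ replicate 3 for At1++ and At2+ replicate 1 for At2+. MYB112 (Table 2) had a log2 fold change of -1.37 against the paper's -1 in At1++ and -2.85 against the paper's -2 in At2+. For MYB112 the gap closed with shrunken DESeq2 fold changes, at -1.11 and -1.86, and also on leaving out At1++ replicate 3 for At1++, Col-0 replicate 1 for At2+ and At2+ replicate 2 for At2+. EPR1 (Table 6) had a log2 fold change of 3.60 against the paper's 2.9 in At1+, 7.02 against the paper's 6 in At1++, 6.12 against the paper's 5.1 in At2+, 3.69 against the paper's 2.9 in At2++, 2.11 against the paper's 1.5 in At3+ and 6.63 against the paper's 5.6 in At3++. For EPR1 the gap closed with shrunken DESeq2 fold changes, at 2.64, 5.66, 4.85, 2.72, 1.54 and 5.33, and also on leaving out Col-0 replicate 3 for At3+. DREB1C (Table 2) had a log2 fold change of -1.56 against the paper's -1.1 in At3+. For DREB1C the gap closed with shrunken DESeq2 fold changes, at -0.82, and with the replicate block, and also on leaving out Col-0 replicate 1 for At3+. PDF1.2A (Table 2 and Table 3) had a log2 fold change of -3.76 against the paper's -3.6 in At3++. For PDF1.2A the gap closed with shrunken DESeq2 fold changes, at -3.60, and also on leaving out At3++ replicate 3 for At3++. LURP1 (Table 2 and Table 3) had a log2 fold change of -4.26 against the paper's -4.1 in At2+. For LURP1 the gap closed with shrunken DESeq2 fold changes, at -4.07, and also on leaving out Col-0 replicate 3 for At2+.

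PR1 (Table 2 and Table 3) had a log2 fold change of at most -9.09 against the paper's -7.9 in At2++. AED1 (Table 3) had a log2 fold change of -4.41 against the paper's -4.2 in At2+. GI (Table 2) had a log2 fold change of -2.47 against the paper's -1.7 in At3++. CRU2 (Table 6) had a log2 fold change of at least 3.42 against the paper's 2.4 in At1+, at least 8.05 against the paper's 6.9 in At1++, at least 5.53 against the paper's 2.8 in At2+, at least 2.98 against the paper's 1.9 in At3+ and at least 6.69 against the paper's 5.5 in At3++. CRU3 (Table 6) had a log2 fold change of at least 8.06 against the paper's 5.8 in At1+, at least 12.05 against the paper's 9.6 in At1++, at least 9.64 against the paper's 6 in At2+, at least 8.32 against the paper's 7.3 in At2++, at least 6.47 against the paper's 4.2 in At3+ and at least 10.76 against the paper's 8.3 in At3++. LTP4 (Table 5) had a log2 fold change of at least 4.00 against the paper's 1 in At2++. LTP6 (Table 5) had a log2 fold change of 1.32 against the paper's 2 in At2+ and 2.03 against the paper's 1.3 in At2++. LTP AT5G55410 (Table 5) had a log2 fold change of at least 2.90 against the paper's 2 in At2++. LTP AT2G37870 (Table 5) had a log2 fold change of 1.89 against the paper's 2.9 in At2+ and 3.27 against the paper's 1.5 in At2++. LURP1 (Table 2) had a log2 fold change of -2.23 against the paper's -1.7 in At3++. Table 3 of the paper gives LURP1 in At3++ as the paper's -2.2, which does not differ from -2.23. For GI, LTP6, LTP AT2G37870 and LURP1 against Table 2, none of the alternatives set before the data were examined closed the gap. For AED1, DESeq2's shrunken fold change was -4.06 in At2+, nearer the paper's -4.2 than limma's -4.41.

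The gaps given as bounds were also set against the fitted values of each alternative, which depend on the prior for genes at the floor and are no bounds. DESeq2's shrunken fold changes came within 1.5 times the paper's fold for PR1 -7.50 against the paper's -7.9 in At2++, CRU2 2.10 against the paper's 2.4 in At1+, CRU2 6.42 against the paper's 6.9 in At1++, CRU2 1.85 against the paper's 1.9 in At3+, CRU2 5.10 against the paper's 5.5 in At3++, CRU3 5.43 against the paper's 5.8 in At1+, CRU3 9.17 against the paper's 9.6 in At1++, CRU3 4.01 against the paper's 4.2 in At3+, CRU3 7.96 against the paper's 8.3 in At3++ and LTP AT5G55410 1.94 against the paper's 2 in At2++. They did not for CRU2 3.98 against the paper's 2.8 in At2+, CRU3 6.90 against the paper's 6 in At2+, CRU3 5.66 against the paper's 7.3 in At2++ and LTP4 3.25 against the paper's 1 in At2++, and no other alternative did for any of them.

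Set against the libraries with the other At2 label, a choice made after the values were seen, some of the At2 gaps closed: PR1 -8.05 against the paper's -7.9 for At2++, BDA1 -4.37 against the paper's -4 for At2+, AED1 -4.29 against the paper's -4.2 for At2+, LTP4 at least 0.68 against the paper's 1 for At2++, LTP6 2.03 against the paper's 2 for At2+, LTP6 1.32 against the paper's 1.3 for At2++, LTP AT2G37870 3.27 against the paper's 2.9 for At2+ and LTP AT2G37870 1.89 against the paper's 1.5 for At2++. With DESeq2's shrunken fold changes from those libraries, the values were -7.00 for PR1 in At2++, -3.49 for BDA1 in At2+, -3.96 for AED1 in At2+, 1.97 for LTP6 in At2+, 1.28 for LTP6 in At2++, 2.69 for LTP AT2G37870 in At2+ and 1.42 for LTP AT2G37870 in At2++, of which PR1 in At2++ differs again from the paper's value. The other At2 gaps, of PR1 in At2+, MYB112 in At2+, CRU2 in At2+, CRU3 in At2+, CRU3 in At2++, EPR1 in At2+, EPR1 in At2++, LTP AT5G55410 in At2++ and LURP1 in At2+, did not close in this way.

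The paper places the larger over-expression of AtIPCS2 and AtIPCS3 in the ++ lines, while the transcript was -0.84 and -1.04 on the log2 scale from the libraries labelled + to those labelled ++. PLA2A, which the paper has as lower on AtIPCS2 over-expression alone, had -2.73 in At1++, and the paper has MYB112 as specific to AtIPCS2, while it had -2.21 in At3++. CCA1, given as lower in AtIPCS2 and AtIPCS3 lines, had -2.40 in At1++, and GI, given as specific to AtIPCS2, had -2.11 in At1++ and -2.47 in At3++. All 11 genes listed as specific to AtIPCS2 were called lower in At1++. Table 2 of the paper also prints these 11 and GI as lower in At1++, and MYB112 as lower in At3++. For these genes the difference is thus from the paper's wording and not from its values. Of the 7 chloroplast genes with a large dose response in the paper, none passed 2 on the log2 scale between At1+ and At1++, where NDHH was highest at 1.62. None did between the AtIPCS2 groups, where NDHI had -1.42 from At2+ to At2++ by label. Table 4 of the paper prints no step of 2 between these levels either. Against Col-0, all 7 passed 2 in At1++, At2+ and At2++, as they do in Table 4, so the difference is from the paper's wording. The paper names a single sphingolipid gene as changed in At2++, where SPP1 was lower too at -1.31. FT, said to be raised, was called higher in At2+, At2++ and At3++ but not in At1++ or At3+. In At1+ it had -1.03, which was not past the threshold. DREB1C, said to be lower in all ++ lines, was not called in At1++ at -0.95.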

Other observations

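The tests of exchanged labels, and those of reads carried over from Col-0 for AtIPCS3 and from At3+ for PR1, were chosen only after the result was seen.

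The AtIPCS2 and AtIPCS3 transcripts were higher in the libraries labelled + than in those labelled ++. If the labels of the deposited table were exchanged against all tables of the paper, the fold changes in those tables would lie nearer the libraries with the other label. Against DESeq2's shrunken fold changes, 26 of 143 matched values printed for AtIPCS2 in Tables 2 and 3 did, and 15 of 179 for AtIPCS3 in Tables 2 to 6. Against limma's, 42 and 54 did, and both sets argue against such an exchange. For AtIPCS1, whose transcript order follows the labels, 5 of 194 lay nearer the other label against shrunken fold changes and 45 against limma's. In Tables 4 and 5, 88 of 94 AtIPCS2 fold changes lay nearer the other label against shrunken fold changes and 64 against limma's, so the At2 columns of those tables may be exchanged against the deposited table. In Table 6, 15 and 14 of 30 did. The counts of expressed genes in Table 1 equal the number of genes above 0 plus 1 for all 21 libraries, 9 under the same line and 12 under the other level of AtIPCS2 or AtIPCS3. Which label follows the transgene dose was not decided by these counts.

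AtIPCS3 had 318 normalized counts in At1++ replicate 1 against 47.6 and 44.7 in replicates 2 and 3. A candidate explanation is reads carried over from an At3+ library. The excess was 2.28% of the At3+ level, and 9 other genes abundant in At3+ had a median excess of 4.46% (3.15% to 10.2%), so that AtIPCS3 lies under the range of the others. A carry-over and a spread between replicates cannot be told apart, since the comparison rests on 9 genes in 1 library. Reads from Col-0 would need 472% of its whole AtIPCS3 level, which argues against that source.

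PR1 had 19 reads in the same library against 1 and 2 in the other At1++ replicates. The excess was 0.882% of the Col-0 level, and 21 other genes abundant in Col-0 had a median excess of 3.84% (0.928% to 9.93%). A carry-over from Col-0 and a spread between replicates cannot be told apart, since PR1 lies just under the range of the others and the comparison rests on 1 library. From At3+ it would need 21.7% of the PR1 level there, which argues against that source.

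For each line against Col-0 with 3 libraries each, and for each level of AtIPCS1 and AtIPCS2, 1 of the 10 splits of the 6 libraries gave as many genes, the real one, and 10 splits cannot give a share under 0.1. For both AtIPCS1 lines 4 of 100 splits gave as many lower genes and 3 as many higher, and for both AtIPCS2 lines 3 and 3. For genes lower in the AtIPCS2 lines than in the AtIPCS1 or the AtIPCS3 lines, 1 of 100 did in each case. Such splits regroup single libraries and not whole lines, so they do not test the spread between lines of an isoform.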
